# TERT drives liver tumorigenesis beyond telomere elongation

**DOI:** 10.26508/lsa.202603660

**Published:** 2026-07-02

**Authors:** Laura Braud, Julien Vernerey, Arnaud Guille, Pierre Cordier, Clémence Ginet, Tom Egger, Manuel Bernabe, Dmitri Churikov, Quentin Da Costa, Aïda Meghraoui, Chantal Desdouets, Li Gu, François Bertucci, Christophe Lachaud, Vincent Géli

## Abstract

We generated two mouse models, p21^+/Tert^ and p21^+/TertCi^, expressing either telomerase reverse transcriptase (Tert) or a catalytically inactive variant under the control of the p21 promoter. By 18–20 mo of age, ∼15% of mice from both genotypes developed liver tumors with histopathological features resembling human hepatocellular carcinoma (HCC). Whole-exome sequencing identified activating Ctnnb1 mutations and recurrent PP1 subunit alterations in p21^+/Tert^ tumors, whereas p21^+/TertCi^ tumors harbored activating Hras^Gln61Lys^ mutations associated with elevated C > A transversions. Both models exhibited chromosomal aberrations commonly observed in human HCC. Transcriptomic analyses revealed that β-catenin–activated tumors recapitulated gene expression signatures of human HCC, whereas MAPK-mutated tumors showed profiles consistent with MAPK/ERK pathway activation. All HCCs suppressed the gluconeogenic genes *Fbp1* and *AldoB*, but diverged into two distinct groups based on their glycolytic and *NRF2* target gene expression profiles. Spatial profiling further revealed reduced HNF4α-positive hepatocytes across tumors, independent of HNF4α transcription, and markedly diminished immune cell infiltration, particularly in β-catenin–activated tumors. Collectively, these findings uncover telomere-independent functions of Tert and identify molecular and metabolic features with potential relevance for predicting immunotherapy response.

## Abstract (precis)

Mice expressing Tert or its inactive variant under the 21 promoter develop HCC with distinct mutational profiles, prompting a reassessment of Tert’s role in hepatocellular carcinoma generation.

## Introduction

Hepatocellular carcinoma (HCC) is the third leading cause of cancer-related mortality worldwide. It arises in the setting of chronic liver diseases, such as chronic hepatitis B or C infection, cirrhosis, and metabolic syndrome, which are frequently accompanied by persistent inflammation (Zucman-Rossi et al, 2015; Nault et al, 2019). Within this pathological environment, the accumulation of driver mutations leads to the disruption of key signaling pathways, ultimately driving hepatocarcinogenesis (Schulze et al, 2015). Among the most frequently deregulated are the Wnt/β-catenin and p53 pathways (Fujimoto et al, 2015; Rebouissou et al, 2016). In addition, multiple other pathways contribute to HCC development, including recurrent amplifications of MYC and cyclin-dependent kinase genes, and mutations that activate the Sonic Hedgehog, RAS/MAPK, PI3K-Akt, and oxidative stress response pathways (Chen et al, 2010; Delire & Stärkel 2015; Zhang et al, 2016).

Frequent mutations in HCC occur early in carcinogenesis within the promoter region of the TERT gene, which encodes the catalytic subunit of telomerase (Nault et al, 2013, 2014). Various genetic and epigenetic mechanisms, including TERT promoter mutations, hepatitis B virus integration, chromosomal rearrangements, and promoter methylation changes, lead to aberrant up-regulation of TERT in the majority of HCC cases (Totoki et al, 2014). Traditionally, telomerase reactivation in HCC is considered to be a compensatory response to critical telomere shortening, preventing senescence and apoptosis, especially in cells harboring p53 mutations (Farazi et al, 2006). However, emerging evidence indicates that TERT also performs noncanonical functions beyond telomere elongation that may promote tumorigenesis (Ségal-Bendirdjian & Géli, 2019). Depending on cellular context, mouse Tert has been implicated in the regulation of major oncogenic pathways, including WNT/β-catenin, NF-κB, and MYC (Park et al, 2009; Ghosh et al, 2012; Koh et al, 2015). Recent studies in murine models of chronic liver inflammation have shown that Tert can enhance NF-κB promoter activity and drive liver tumor formation, particularly in the absence of functional p53 (Mishima et al, 2024). Despite these findings, the noncanonical roles of TERT in HCC remain poorly understood.

We developed two related mouse models, p21^+/Tert^ and p21^+/TertCi^, in which either WT *Tert* or a catalytically inactive *Tert* mutant (TERT^Ci^) is expressed under the control of the *Cdkn1a* (p21) promoter. This strategy was designed to establish a tightly regulated feedback loop, enabling telomerase expression specifically in p21-positive cells. Unexpectedly, we found that both Tert and TertCi suppress p21 expression and attenuate cellular senescence either in the lungs of aged mice (Lipskaia et al, 2024) or in the adipose tissue of young obese mice fed a high-fat diet (Braud et al, 2025). These results suggest that Tert can inhibit senescence through mechanisms independent of its canonical telomere-lengthening activity. Overall, the p21^+/Tert^ and p21^+/TertCi^ models promote Tert expression in pre-senescent cells and facilitate senescence bypass, an early event frequently associated with tumor initiation, particularly in the liver. In this study, we demonstrate that 15% of p21^+/Tert^ and p21^+/TertCi^ mice develop liver tumors by 18 months of age, exhibiting characteristics closely resembling those of human HCC. Through these two mouse models, we identify a telomere-independent role for TERT in liver tumorigenesis and immune modulation. These findings reveal noncanonical Tert functions and highlight molecular and metabolic biomarkers relevant to HCC pathogenesis and immunotherapy response.

## Results

### p21^+/Tert^ and p21^+/TertCi^ mice develop HCCs with features of human HCC

We found that by 18–20 mo of age, both p21^+/Tert^ and p21^+/TertCi^ mice predominantly developed liver tumors. We were surprised to find that mice expressing the catalytically inactive TertCi developed liver tumors with similar frequency to those expressing active telomerase. Most of these tumors were of hepatocellular origin and identified as HCCs or hepatocellular adenomas (HCA). A number of hematological malignancies and liver hemangiosarcomas were also observed (Table 1, Fig 1).

**Table 1.** Histological characterization of tumors.

Genotype	Mouse	Diagnosis	Main histological features
p21+/Tert	662	Liver, hepatocellular carcinoma	Moderately differentiated with solid growth pattern
	663	Liver, hepatocellular adenoma	Moderate cytoplasmic vacuolation
	668	Liver, hepatocellular carcinoma	Well differentiated with trabecular to solid growth pattern
	992	Liver, hepatocellular adenoma	Monomorphic population of neoplastic hepatocytes with numerous small, optically empty vacuoles
	941	Liver, hepatocellular carcinoma	Well differentiated with trabecular to solid growth pattern and multifocal areas of cytoplasmic vacuolation
	995	Liver, hepatocellular carcinoma	Moderately differentiated with solid growth pattern
	985	Liver, hemangiosarcoma	Malignant endothelial tumor with multiple vascular spaces and thrombosis
	861	Liver, hematological malignancy	Diffuse sheets of non-hepatocytic round cells effacing tissue architecture
	975	Liver, hematological malignancy	Diffuse sheets of non-hepatocytic round cells effacing tissue architecture
	944	Liver, hematological malignancy	Diffuse sheets of non-hepatocytic round cells effacing tissue architecture
	861	Colon, diffuse large cell lymphoma	Diffuse sheets of neoplastic lymphoid cells effacing tissue architecture
p21+/TertCi	981	Liver, hepatocellular carcinoma	Well differentiated with trabecular to solid growth pattern
	984	Liver, hepatocellular adenoma	Marked diffuse cytoplasmic vacuolation
	20-1	Liver, hepatocellular carcinoma	Well differentiated with trabecular growth pattern
	20-3	Liver, hepatocellular carcinoma	Well differentiated with trabecular growth pattern
	24	Liver, hepatocellular carcinoma	Well differentiated with trabecular to solid growth pattern
	985	Liver, hemangiosarcoma	Malignant endothelial tumor with multiple vascular spaces and thrombosis
WT	WT4	Liver, non-regenerative nodular hepatocellular hyperplasia	Nodular proliferation of non-neoplastic hepatocytes that retains lobular architecture and without evidence of liver damage
	WT5	Liver, hemangiosarcoma	Malignant endothelial tumor with multiple vascular spaces and thrombosis

**Figure 1.**
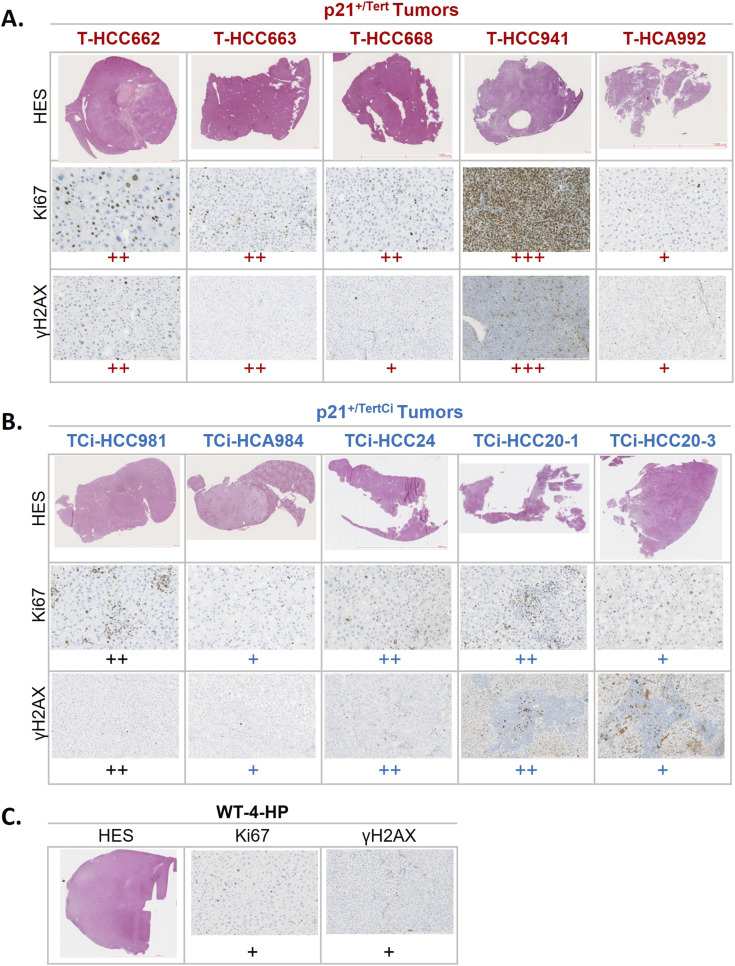
Liver tumors collected from p21^+/Tert^ and p21^+/TertCi^ mice. The histological characteristics of these tumors are summarized in Table 1. **(A, B, C)** Tumor sections were stained with anti-Ki67 and anti-gH2AX antibodies for p21^+/Tert^ tumors (A), p21^+/TertCi^ tumors (B), and WT (C). WT-4-HP represents a case of nodular hepatocellular hyperplasia obtained from an aged WT mouse.

We focused our analysis on hepatocellular tumors, given their predominance. HCCs in p21^+/Tert^ and p21^+/TertCi^ mice exhibited histomorphological features reminiscent, at least to some extent, of human HCCs. In general, we noted in most liver tumors, as is the case for human HCC, a nodular to multi-nodular hepatocellular neoplastic lesion with loss of lobular architecture leading to destruction and rarefaction of adjacent parenchyma, although overt tumor invasion was more difficult to identify (Table 1). The murine HCCs were not encapsulated. We found that the growth pattern of HCCs in the transgenic mice was most often “micro-trabecular” (neoplastic hepatocytes forming multiple-cell-thick trabeculae alternating with sinusoidal capillaries), or “solid” (continuous range of neoplastic hepatocytes with very little tumor stroma), with a frequent combination of both patterns within the same tumor (Table 1). These observations are in agreement with the histopathological aspects of human HCC, in which both growth patterns can be found alone or in association. Likewise, the liver tumors from p21^+/Tert^ and p21^+/TertCi^ mice showed multifocal areas of necrosis, hemorrhage, or angiectasia. Of note, other tumor growth patterns described in humans (pseudoglandular, macrotrabecular, scirrhous, etc.) were not observed in the p21^+/Tert^ and p21^+/TertCi^ models. Tumor hepatocytes in both mouse models remained well-differentiated (mimicking mature hepatocytes) with a central round euchromatic nucleus and moderately abundant to markedly abundant granular eosinophilic cytoplasm (Table 1), thus resembling low-grade human HCCs. Accordingly, cellular atypia was mostly mild to moderate with increased nuclear–cytoplasmic ratio, anisokaryosis, and occasional karyomegaly and nuclear pleomorphism. In some tumors, neoplastic hepatocytes showed prominent cytoplasmic vacuolation. Overall, the malignant hepatocellular tumors developed in p21^+/Tert^ and p21^+/TertCi^ mouse models were well-to-moderately differentiated HCCs with trabecular and/or solid growth patterns. Finally, in humans, the adjacent non-tumor liver will be cirrhotic in 80–90% of HCC cases. In our mouse models, hepatic fibrosis of the adjacent parenchyma was minimal to mild, indicating a notable difference from the human disease and its pathogenesis. It is worth noting that hepatocellular hyperplasia was observed in the liver of a WT mouse (designated WT4), and was characterized alongside the liver tumors found in p21^+/Tert^ and p21^+/TertCi^ mice (Fig 1).

To assess tumor cell proliferation, we examined Ki67 expression, a well-established proliferation marker. In human HCC, Ki67 levels are associated with aggressive, highly proliferative tumors (Ramos-Santillan et al, 2024). Consistent with this, all tumors in our study showed markedly increased Ki67 staining compared with normal liver tissue (Fig 1 [Schaeffer et al, 2023]). T-HCC941 exhibited strong Ki67 labeling, reflecting a highly proliferative phenotype, whereas T-HCA992 and TCi-HCA984, both classified as HCA, showed minimal Ki67 labeling (Fig 1). All remaining tumors exhibited high Ki67 levels. We also assessed the levels of gH2AX, a marker of DNA double-strand breaks (DSBs) and genomic instability. Elevated DSBs have been reported in neoplastic lesions of HCC (Xiao et al, 2014). We observed high gH2AX staining in T-HCC662 and T-HCC941, and in both tumors the extent of gH2AX labeling paralleled Ki67 expression (Fig 1). Elevated gH2AX levels were also detected in TCi-HCC20-1 and TCi-HCC20-3, two HCC tumors arising in the same mouse (see below).

Together, our results show that aged p21^+/Tert^ and p21^+/TertCi^ mice (>18 mo) develop well-differentiated liver tumors, predominantly HCC. The ability of both active and inactive Tert, when expressed under the *p21* promoter, to promote tumor formation suggests that Tert contributes to hepatocarcinogenesis also through telomere-independent mechanisms.

The *TertCi* allele harbors a well-characterized point mutation (D702A) that abolishes telomerase catalytic activity (Choi et al, 2008). To determine whether telomere length differs between p21^+/Tert^ and p21^+/TertCi^ mice, we performed TeSLA (see the Materials and Methods section), which enables the detection of individual critically short telomeres within the bulk telomere population. We analyzed tumors from two p21^+/Tert^ mice (T-HCC663 and T-HCA992; Fig S1A and B) and two p21^+/TertCi^ mice (TCi-HCC981 and TCi-HCA984; Fig S1C and D), alongside their corresponding non-tumoral samples. As shown in Fig S1, the fraction of telomeres shorter than 1 kb was comparable between control and p21^+/Tert^ samples, whereas p21^+/TertCi^ tumors exhibited an increased proportion of telomeres below 1 kb. These results are in agreement with our previous results, indicating that TertCi^i^ lacks catalytic activity (Lipskaia et al, 2024; Braud et al, 2025).

**Figure S1.**
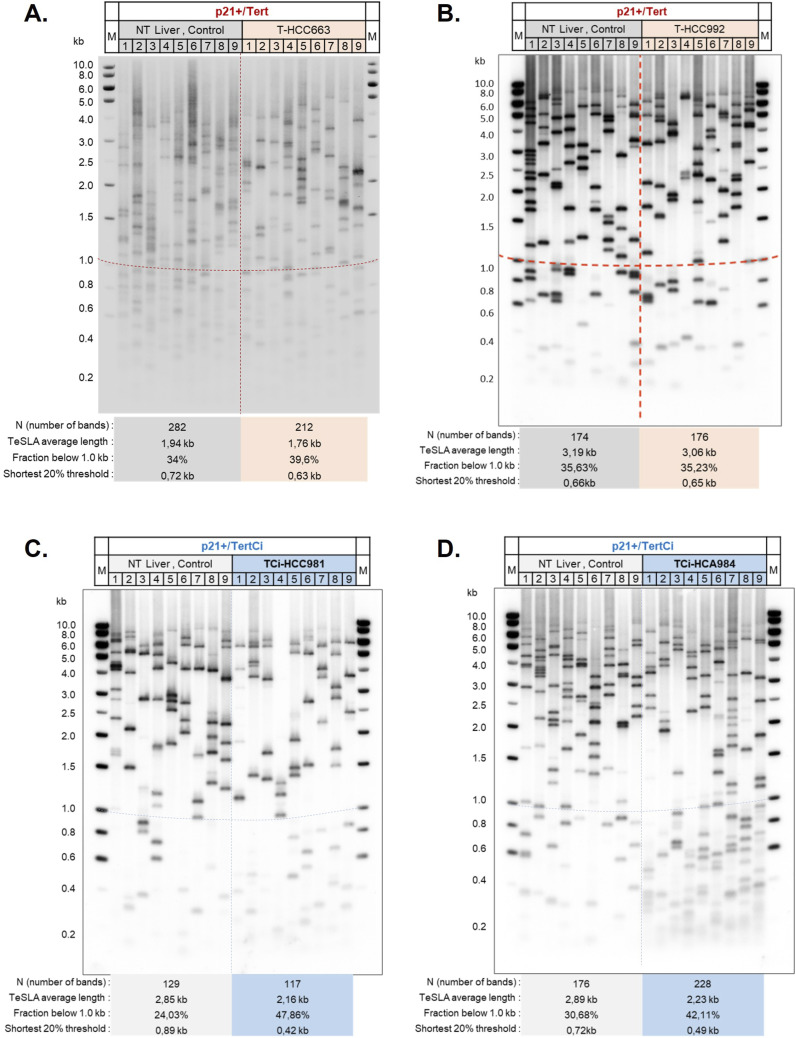
TeSLA p21^+/Tert^ and p21^+/TertCi^ liver tumors. **(A, B)** Quantification of the short telomere fraction in non-tumoral and tumor tissues from T-HCC663 and (B). T-HCA992 using the Telomere Shortest Length Assay (TeSLA). The assay was initiated with 50 ng of genomic DNA. In the final PCR step, 500 pg of ligation product was used per reaction, and nine independent PCR reactions were performed per sample (each lane represents one reaction) to ensure detection of >100 telomeres for accurate quantification. Southern blots were probed for TTAGGG repeats (n = 3 per group). Same analysis as in (A) performed for (C). TCi-HCC981 and (D). TCi-HCA984.

### Distinct somatic mutation profiles in p21^+/Tert^ and p21^+/TertCi^ tumors

We characterized the mutational landscape of liver tumors from aged p21^+/Tert^ and p21^+/TertCi^ mice using whole-exome sequencing. This analysis identified coding mutations in driver genes and copy number alteration (CNA) (Tables S1 and S2). We examined somatic mutations associated with HCC in both humans and mice (Fig 2A, Table S1, Supplemental Data 1) (Kan et al, 2013; Zhang et al, 2014; Totoki et al, 2014; Letouzé et al, 2017; Connor et al, 2018; L. Chen et al, 2024; J.-S. Lee 2015). In liver tumors from aged p21^+/Tert^ mice, T-HCC662 and T-HCC663 carried activating mutations in *Ctnnb1*, which encodes β-catenin (*Ctnnb1*^*Asp32Tyr*^ and *Ctnnb1*^*Thr41Ile*^, respectively) (Fig 2A). T-HCC662 also harbored mutations in *Col11a1* (*Glu1155Lys*), present in ∼6.8% of human HCCs (Kan et al, 2013), and in the histone demethylase *Kdm4d* (*Gln73His*). T-HCC663 carried mutations in the lysine demethylase *Kdm3c* (*Arg278Gly*) and *Ddias* (*Pro706Leu*), a gene linked to DNA damage-induced apoptosis and elevated in HCC (Im et al, 2023). Tumor T-HCA992 showed few mutations and no CNAs but contained two frameshift mutations: one in *Ppp1r9a* (*Leu1273Thrfs*), a regulatory subunit of protein phosphatase 1 (PP1), and another in *PtprE* (Protein tyrosine phosphatase receptor type E). T-HCA992 also had a truncating mutation in *Sucla2* (*Gln87del*), a TCA cycle enzyme. T-HCC941 harbored a missense mutation in the Furin-like domain of *Egfr* (*Egfr*^*Ser303Tyr*^), a region known to harbor MAPK-activating mutations. Mutations at nearby codon 254 in this domain were frequently found in a carcinogen-induced mouse model of liver cancer (Connor et al, 2018). It also carried a splice-site mutation in *Ppp1r1a* (another PP1 subunit) and a *Ptpn5* (*Arg246Gly*) mutation, encoding PP5 (Protein Phosphatase 5) (Fig 2A).

Table S1. List of mutations identified across the different tumors.

Table S2. Copy number alterations (CNAs) across the different tumors.

**Figure 2.**
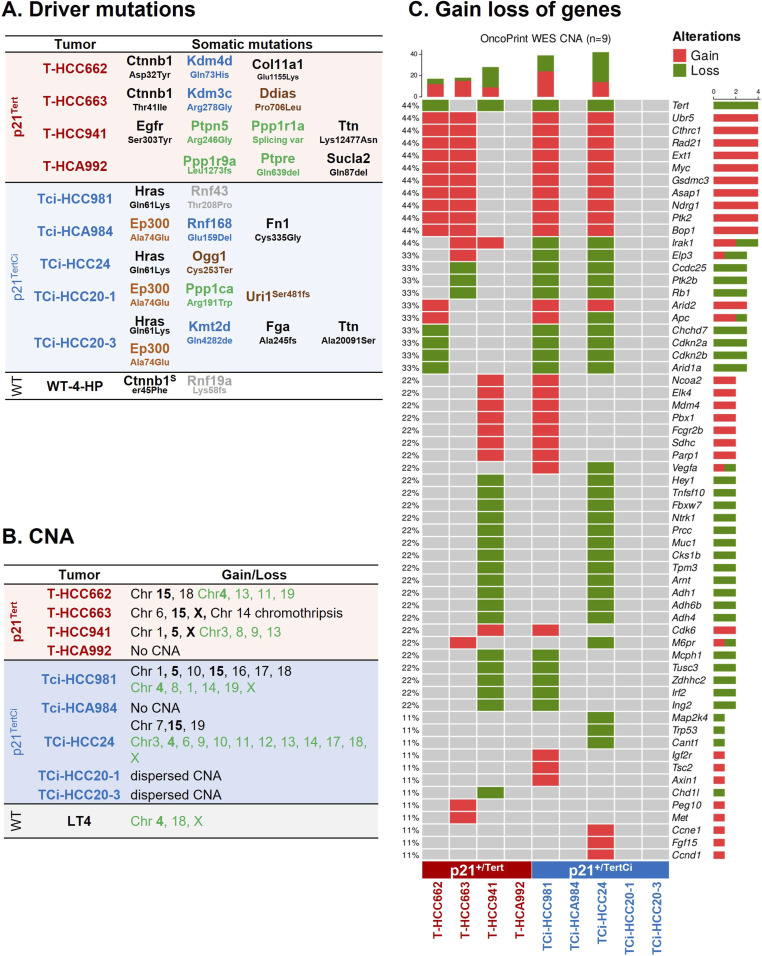
Mutational landscape of liver tumors from aged p21^+/Tert^ and p21^+/TertCi^ mice. **(A)** Somatic mutations in genes found altered in HCC at low or high frequency are indicated. All mutations detected in each tumor are listed in Table S1. **(B)** Copy number alterations in the liver tumors. Chromosomes with gains and loss are indicated in red and green, respectively (see Table S2). **(C)** Genes recurrently amplified or deleted across tumors.

Supplemental Data 1. Raw whole-exome sequencing data.

Strikingly, three of five liver tumors from aged p21^+/TertCi^ mice (TCi-HCC981, TCi-HCC20-3, and TCi-HCC24) harbored the same activating *Hras* mutation (*Hras*^*Gln61Lys*^) (Fig 2A), a known hotspot in diethylnitrosamine (DEN)-induced murine liver tumors (Connor et al, 2018). TCi-HCC981 also carried a missense mutation in Rnf43 (*Rnf43*^*Thr208Pro*^), an E3 ubiquitin ligase. TCi-HCC20-3 harbored multiple mutations, including a C-terminal deletion in the histone methyltransferase *Kmt2d* (*Kmt2d*^Gln4282del)^, which mediates H3K4 monomethylation at enhancers (Lee et al, 2013), a frameshift mutation in *Fga* (*Fga*^Ala245fs^), and a missense mutation in Ep300 (*Ep300*^Ala74Glu^). TCi-HCC20-1, which arose in the same mouse as TCi-HCC20-3, harbored the same *Ep300*^Ala74Glu^ mutation but lacked the *Hras*^*Gln61Lys*^ mutation (Fig 2A). TCi-HCC20-1 also carried a mutation in *Ppp1ca* (*Ppp1ca*^*Arg191Trp*^), the catalytic PP1 subunit, as well as a frameshift mutation in *Uri1* (*Uri1*^*Ser481fs*^), a transcriptional repressor implicated in ROS suppression (Xu et al, 2021). TCi-HCC24, which showed extensive genomic rearrangement (Fig 2B), had a truncating mutation in *Ogg1* (*Ogg1*^*Cys253Ter*^), involved in oxidative DNA damage repair (Boiteux & Radicella, 2000). TCi-HCA984, classified as a hepatocellular adenoma, also carried the *Ep300*^*Ala74Glu*^ mutation, marking it as the third tumor with this recurrent mutation. It also harbored a deletion in *Rnf168* (*Rnf168*^*Glu159Del*^), a DSB-repair E3 ligase, and a missense mutation in *Fn1* (*Fn1*^*Cys335Gly*^), which encodes fibronectin (Fig 2A).

Interestingly, mutations in PP1 subunits were identified in multiple tumors, *Ppp1ca* in TCi-HCC20-1, *Ppp1r9a* in T-HCA992, and *Ppp1r1a* in T-HCC941 (Fig 2A, Table S1), highlighting a potential role of the PP1 pathway dysregulation in HCC development (see the Discussion section).

### Shared chromosomal alterations between p21^+/Tert^ and p21^+/TertCi^ tumors mirror human HCC

We analyzed CNAs across the different tumors (Fig 2B, Table S2, Fig S2). No detectable gains or losses were found in T-HCA992 and TCi-HCA984, and minimal alterations in TCi-HCC20-1 and TCi-HCC20-3, in contrast to all other tumors (Fig S2). Recurrent amplifications included a Chr 15 gain in T-HCC662, TCi-HCC981, and TCi-HCC24, a ChrX gain in T-HCC663 and T-HCC941, and a Chr5 gain in T-HCC941 and TCi-HCC981 (Fig 2B). With respect to chromosomal losses, T-HCC662, TCi-HCC981 and TCi-HCC24 showed a loss on Chr 4, often accompanied by a loss on Chr X. A similar pattern of Chr4 and ChrX loss was also detected in the WT liver neoplasm (WT4) (Fig 2B). Interestingly, T-HCC663 showed extensive rearrangement of Chr 14 (Fig S2), indicative of chromothripsis, a catastrophic chromosomal shattering and reassembly event previously reported in ∼5% of human HCC cases (Fernandez-Banet et al, 2014; Chen et al, 2024).

**Figure S2.**
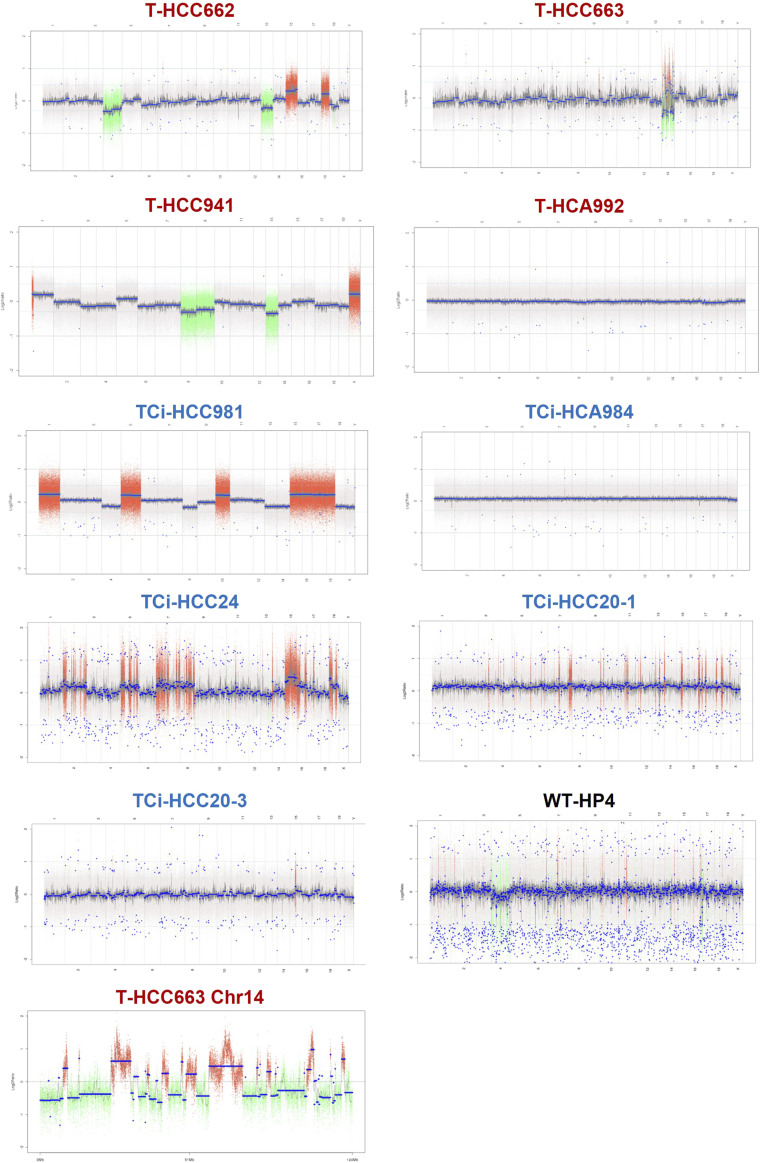
Copy number alteration (CNA) profiles in p21^+/Tert^ and p21^+/TertCi^ liver tumors. Gains and losses are indicated in red and green respectively. Tumors are indicated in the figure and chromosomes are numbered for each tumor.

We compiled a curated list of genes recurrently amplified or deleted in human HCC (Zucman-Rossi et al, 2015; Schulze et al, 2016; Niu et al, 2016; Letouzé et al, 2017; Yang et al, 2023; L. Chen et al, 2024) and found strong parallels in the mouse tumors (Fig 2C). In particular, the conserved amplification on Chr 15 includes several key genes (*Myc*, *Cthrc1*, *Rad21*, *Ndrg1*, and *Ptk2*) linked to liver tumorigenesis, tumor growth, metastasis, or immune evasion (Dhanasekaran et al, 2022; Sun et al, 2024; Pang et al, 2024; Tang et al, 2023; Fan et al, 2019). In addition, amplifications include *Met* in T-HCC662 and *Ccnd1* and *Fgf15* (the murine ortholog of human *FGF19*) in TCi-HCC24, frequently amplified in human HCC (Schulze et al, 2015). Chr 5 gains in T-HCC941 and TCi-HCC981 includes *Sdhc* and *Parp1*, genes implicated in HCC progression (Bai et al, 2022; Paturel et al, 2022). Both tumors also showed *Mdm4* amplification, a negative regulator of TP53 found overexpressed in fibrolamellar HCC, particularly in adolescent patients whose tumors often lack TP53 mutations (Karki et al, 2019) (Fig 2C). Among genes affected by copy number loss, only TCi-HCC24 harbors a *Tp53* deletion. *Cdkn2a*, *Cdkn2b*, and *Ard1a* (Chr 4) on their side are deleted in T-HCC662, TCi-HCC981, and TCi-HCC24, whereas T-HCC662, TCi-HCC981, and TCi-HCC24 share a deletion of cell cycle regulators *Cdc25* and *Rb1*. Loss of these genes is linked to senescence bypass and liver tumorigenesis (Zucman-Rossi et al, 2015; Niu et al, 2016; Joseph et al, 2019; Reimann et al, 2024). T-HCC941 and TCi-HCC24 also show deletions in alcohol dehydrogenase genes, including *Adh4*, whose loss correlates with poorer HCC prognosis (Zhang et al, 2023) (Fig 2C). Unlike human HCC, where *TERT* is frequently activated, about half of the tumors exhibited loss of the endogeneous *Tert* locus, likely due to the mouse models used in which *Tert* or *TertCi* are expressed under the control of the *p21* promoter, rendering activation of the native locus dispensable.

In conclusion, despite the limited sample size, our findings show that both *p21*^*+/Tert*^ and *p21*^*+/TertCi*^ mouse models, which mimic telomerase activation in pre-senescent cells, develop HCCs with key molecular and histopathological features of human liver cancer.

### Activating RAS mutations in p21^+/TertCi^ tumors are associated with elevated mutagenesis

We identified recurrent mutations in *Hras*^*Gln61Lys*^ (TCi-HCC981, TCi-HCC24, TCi-HCC20-3) and *Ep300*^*Ala74Glu*^ (TCi-HCA984, TCi-HCC20-1, TCi-HCC20-3) in p21^+/TertCi^ tumors. Notably, in a (DEN)-induced mutagenesis model, half of all liver tumors harbored *Hras* mutations at position Gln61, with *Hras*^*Gln61Arg*^ being the most frequent (Connor et al, 2018). We examined the number and pattern of mutations observed across tumors (Fig 3A). Among p21^+/Tert^ tumors, T-HCC662, T-HCC663, and T-HCC941 exhibited high levels of mutations, whereas T-HCA992 was sparsely mutated (Fig 3A). p21^+/TertCi^ Tumors harboring the *Hras*^*Gln61Lys*^ mutation exhibited a higher number of mutations, whereas the two tumors (TCi-HCA984 and TCi-HCC20-1) with the *Ep300*^*Ala74Glu*^ displayed a lower mutation burden. Interestingly, p21^+/TertCi^ *Hras*^*Gln61Lys*^ tumors display a higher mutation rate than the T-HCC941 *Egfr*^*Ser303Tyr*^ tumor, despite the latter showing markedly elevated Ki67 expression (Fig 1), suggesting that *Hras*^*Gln61Lys*^ may exert a mutator effect.

**Figure 3.**
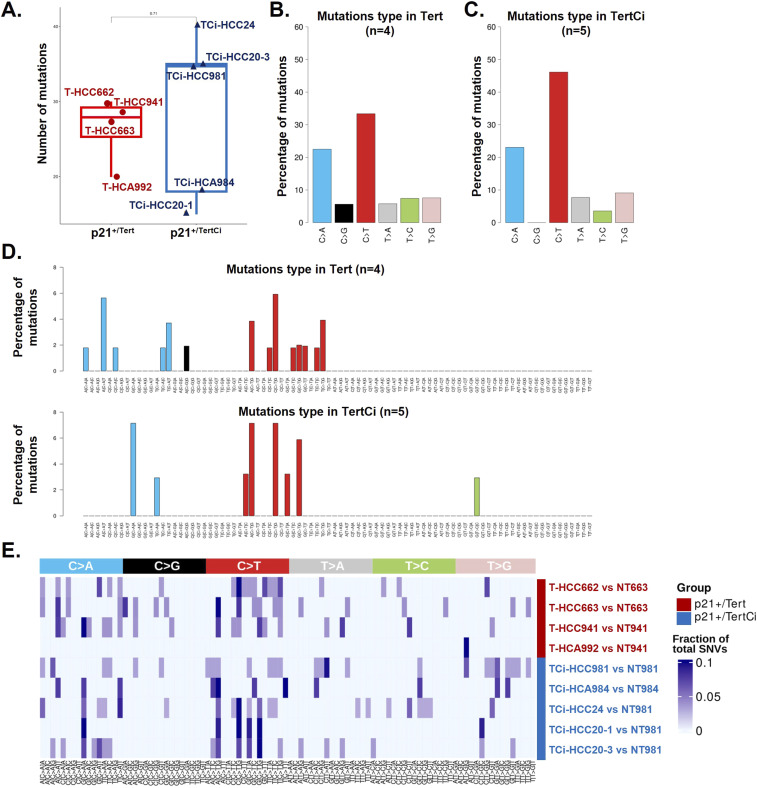
Mutational signature analysis of p21^+/Tert^ and p21^+/TertCi^ tumors. **(A)** Number of somatic mutations per exome in the tumors. **(B, C)** Mutation type in p21^+/Tert^ and p21^+/TertCi^ tumors. **(D)** Occurrence of mutations from p21^+/Tert^ and p21^+/TertCi^ tumor samples classified by substitution type and trinucleotide context. **(E)** Heat map showing mutational profiles of individual mouse tumor samples (rows), categorized by substitution type and trinucleotide context (columns).

Mutational signatures analysis in p21^+/Tert^ and p21^+/TertCi^ tumors revealed that C>A transversions (20% of the mutations) occurred at similar overall frequencies in both tumor types, whereas C>T transitions were slightly more frequent (35% and 45% in *p21*^*+/Tert*^ and *p21*^*+/TertCi*^ tumors, respectively) (Fig 3B). C>T transitions occurred preferentially in similar contexts, A[C>T]G and C[C>T]G, in both types of tumors (Fig 3C). Interestingly, in p21^+/Tert^ tumors, C>A transversions predominantly occurred in A[C>A]T and T[C>A]T contexts, whereas in p21^+/TertCi^ tumors, they were mainly enriched in G[C>A]A and T[C>A]T contexts (Fig 3D). The oncogenic mutations *Egfr*^*Ser303Tyr*^ (TCA/TAT) and *Ep300*^*Ala74glu*^ (GCA/GAA) arose in a such context. At the individual tumor level, C>A transversions were enriched in T-HCC941, TCi-HCC981, TCi-HCC24, and TCi-HCC20-3, all harboring activating RAS mutations (Fig 3E). Oddly, T-HCA992 showed no evidence of mutagenesis apart from a few isolated T>G. The few mutations in T-HCA992 are in-frame deletions or frameshift variants.

### Oncogenic signaling pathways in p21^+/Tert^ and p21^+/TertCi^ tumors

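Poly(A) RNA was sequenced from 6 liver tumors and from the non-tumoral livers of the same 6 mice, and the authors deposited the number of reads counted on each of 24421 genes, without normalization. The p21 +/Tert mice gave 4 tumors (T-HCC662, T-HCC663, T-HCC941, and T-HCA992) and 4 non-tumoral livers, and the p21 +/TertCi mice gave 2 tumors (TCi-HCC981 and TCi-HCA984) and 2 non-tumoral livers. TCi-HCC24, TCi-HCC20-1, TCi-HCC20-3, and the WT neoplasm were not analysed here. One p21 +/Tert liver carries an animal number in the labels that the paper does not list. It was taken as mouse 662 by elimination, since Table S3 names these livers 662, 663, 941, and 992 and the labels give the other 3. The values held of that column later proved to be this library's counts times 1 constant for 927 of 927 genes. Between 14571716 and 18654385 reads per liver were counted on genes in non-tumoral p21 +/Tert livers (median 16307202), and between 17471387 and 26170661 in p21 +/Tert tumors (median 19521101.5). The non-tumoral p21 +/TertCi livers of mice 981 and 984 had 22094500 and 23932529 counted reads, and TCi-HCC981 and TCi-HCA984 had 19131133 and 18870198. The 10 most abundant genes took from 10.2% of the counts in T-HCC663 to 21.7% in T-HCC941. The authors aligned the reads with Subread to the mm10 genome with the mCherry sequence added, counted them with featureCounts, and tested them with DESeq2 with a correction for the sequencing run. The run of each sample is not given in the labels or in the paper's text, so no such term was used here. For the present values, the counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test on the genes that passed its expression filter, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM below stands for counts per 1000000 after TMM scaling, SD for the spread between mice, and SE for the standard error of a log2 fold change. Gene positions are those of GENCODE on GRCm38, the mm10 build. Counting error is small for genes above a few CPM at these depths, whereas a gene under 0.1 CPM rests on 1 or 2 reads per library.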

We performed RNA-seq analysis on nine liver tumors, including four from p21^+/Tert^ mice, five from p21^+/TertCi^ mice, one neoplasm from a WT mouse, and six healthy liver samples collected from tumor-bearing mice. Principal component analysis revealed a separation between healthy and tumor samples based on their global gene expression profiles (Fig S3A), highlighting the distinct transcriptional landscape of the tumors. 

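Over variance-stabilized counts of all 24421 genes, the first principal component (PC1) held 38.4% of the variance and the second (PC2) 19.6%. The mean PC1 score of the 6 tumors lay 73.8 above that of the 6 non-tumoral livers (two-sided exact permutation test, p = 0.00216, the smallest value that 6 against 6 libraries allow). The lowest tumor score, -5.81 in T-HCC662, was above the highest non-tumoral score, -13.8 in the liver of mouse 981. On PC2, T-HCC662 and T-HCC663 scored 69.1 and 67.9, and the other 4 tumors scored from -26.9 to -3.58. Restricting the analysis to the 500 genes of largest variance moved the share of PC1 most, to 49.8%, with 22.3% on PC2, and the groups remained apart on PC1. With each library left out in turn, the scores of the groups never overlapped on PC1, and the exact p ranged from 0.00216 to 0.00866.

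**Figure D1:**
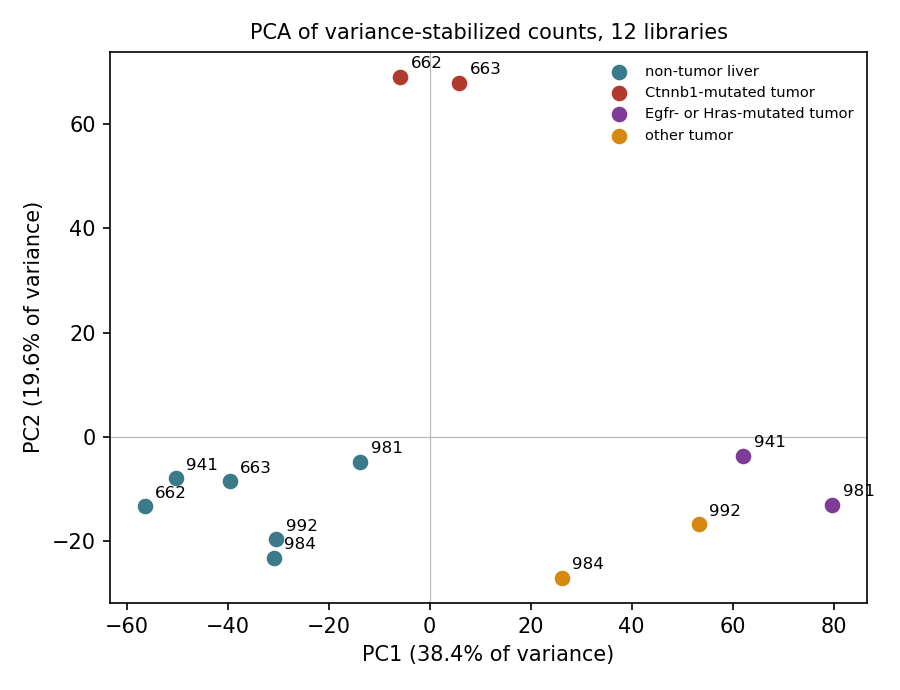
Scores of the 12 libraries on PC1 (horizontal, 38.4% of variance) and PC2 (vertical, 19.6% of variance), each point 1 library labelled by its mouse. All tumors lie to the right of all non-tumoral livers, and the Ctnnb1-mutated tumors 662 and 663 lie above the rest, at PC2 scores of 69.1 and 67.9.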

We performed unsupervised tumor clustering (Fig 4A) that shows that T-HCC662, T-HCC663, and TCi-HCC201 segregate into a distinct group. This suggests that TCi-HCC201, harboring the Ep300^Ala74Glu^ mutation, shares transcriptional features with β-catenin–activated tumors. 

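In the 6 tumors analysed here, which do not include TCi-HCC20-1, T-HCC662 and T-HCC663 made up a cluster of their own under each of 8 combinations of gene set (all genes or the 500 most variable), distance, and linkage. Over the variance-stabilized counts of all genes, Pearson's r between them was 0.977, and their Euclidean distance was 77.9. Against the other 4 tumors, r of either one lay between 0.925 and 0.95, and the distance between 111 and 138. These correlations run across genes within pairs of libraries, and genes are not independent replicates.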

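T-HCC941, T-HCA992, TCi-HCC981, and TCi-HCA984 formed the other of 2 clusters of the 6 tumors analysed here. The shortest Euclidean distance among these 4, 75.5, joined T-HCC941 and T-HCA992, and the next, 77.7, joined T-HCA992 and TCi-HCA984. The tumors of the p21 +/TertCi mice, TCi-HCC981 and TCi-HCA984, were the farthest apart, at 96.8. With 3 clusters asked for, TCi-HCC981 stood alone under each of 8 combinations of settings, its nearest tumor being T-HCC941 at 82.6. The libraries of TCi-HCC24 and TCi-HCC20-3 were not analysed here.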

A separate cluster comprises T-HCA92, T-HCC941, TCi-HCA984, TCi-HCC981, TCi-HCC24, and TCi-HCC203. Within this group, T-HCA92 and T-HCC941 align closely with TCi-HCC tumors carrying the hRas^Gln61His^ mutation. Notably, TCi-HCC203, which harbors both *Ep300*^*Ala74Glu*^ and *hRas*^*Gln61His*^, exhibits an intermediate yet distinct transcriptional profile within this cluster.

**Figure S3.**
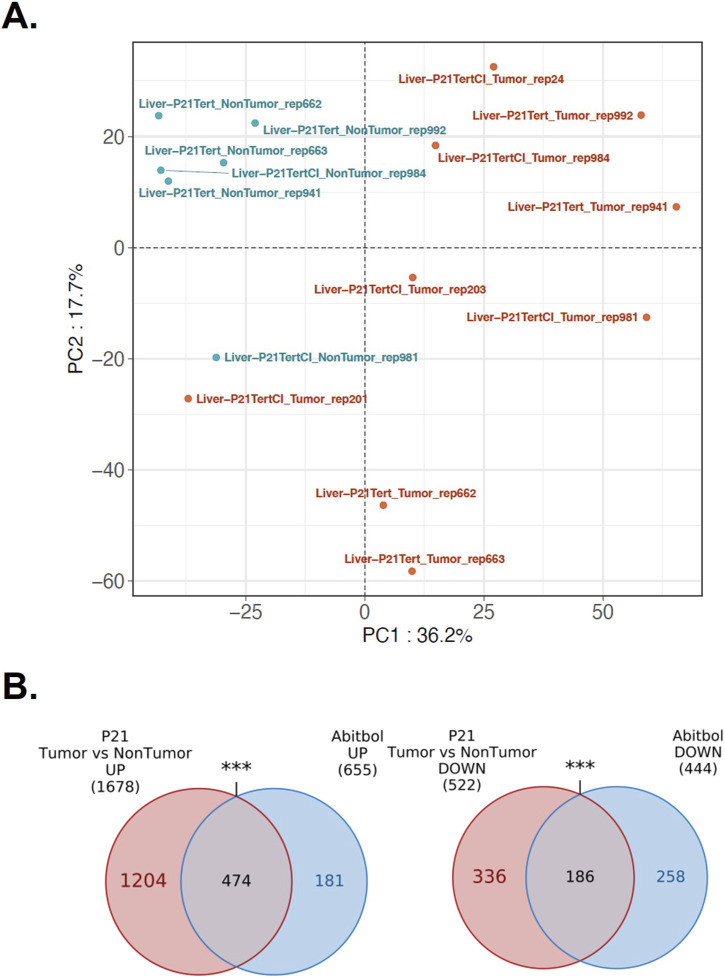
Principal component analysis (PCA) of tumor transcriptomes. **(A)** Principal component analysis (PCA) of tumor transcriptomes. PCA plots showing the clustering of liver tumors based on RNA-seq gene expression profiles. Each point represents an individual tumor sample, highlighting similarities and differences in global transcriptional patterns. **(B)** Venn diagram showing the number and overlap of significantly (*P* < 0.05) up-regulated genes (left panel) or down-regulated genes (right panel) between p21^+/Tert^/p21^+/TertCi^ tumors and HCC carrying an Axin1 deletion (Abitbol et al, 2018).

**Figure 4.**
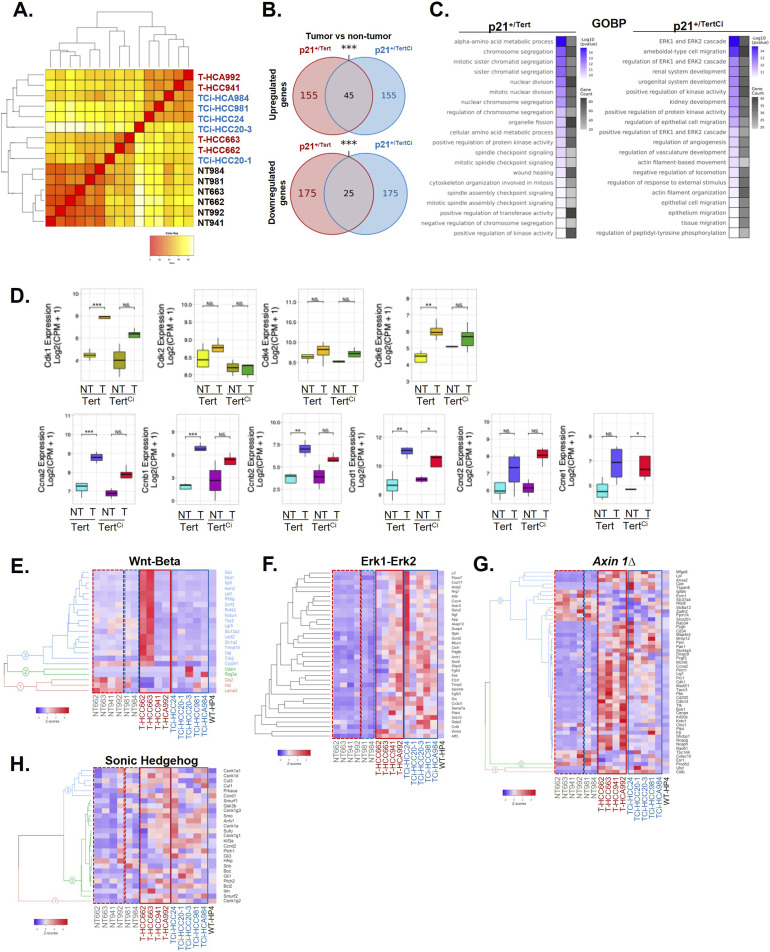
Transcriptomic analysis of p21^+/Tert^ and p21^+/TertCi^ tumors. **(A)** Unsupervised tumor clustering. **(B)** Venn diagram showing the number and overlap of significantly (*P* < 0.05) up-regulated genes (upper panel) or down-regulated (lower panel) between p21^+/Tert^ and p21^+/TertCi^ tumors. **(C)** Gene Ontology Biological Process (GOBP) terms enriched among differentially expressed genes (DEGs) in p21^+/Tert^ (left) and p21^+/TertCi^ (right) tumors. **(D)** Expression levels of cyclin dependent kinases and cyclins in p21^+/Tert^ and p21^+/TertCi^ tumors. Statistics *P < 0.05, **P < 0.01, *P < 0.001 versus NT. **(E, F, G, H)** Heatmaps showing the expression profiles of pathway-specific gene signatures, including activated β-catenin, MAPK–ERK, *axin1Δ*, and activated Sonic Hedgehog pathways, in p21^+/Tert^ and p21^+/TertCi^ tumors. β-catenin and *axin1Δ* signatures were defined in Abitbol et al (2018).

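Of 13822 genes tested in the 6 tumors against the 6 non-tumoral livers, 936 were up-regulated and 540 down-regulated at an adjusted p under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 3618. Of the up-regulated genes, 751 were higher in the tumor than in the liver of the same mouse in all 6 mice, and of the down-regulated genes, 479 were lower in all 6. DESeq2 called 1714 genes up-regulated and 963 down-regulated on the same counts, and 1474 of its calls were among the 1476 of edgeR. Among the genes that changed the same way in every mouse, the smallest p-values of the up-regulated belonged to Mtmr11, Pdlim7, Akr1c18, Npdc1, and Tnfrsf10b. Mtmr11 (chromosome 3, 96162004 to 96171718) rose from 6.77 ± 1.29 CPM (SD, n = 6) to 66.9 ± 18.0 CPM (SD, n = 6), with a log2 fold change of 3.30 (SE 0.21, adjusted p = 8.28e-06 in edgeR), and 1 annotated gene shares near-identical sequence with it. Akr1c18 (chromosome 13, 4132615 to 4150654) had at most 0.193 CPM in any non-tumoral liver and between 9.82 CPM in T-HCC663 and 94.5 CPM in TCi-HCC981 in the tumors. Pdlim7, Npdc1, and Tnfrsf10b had log2 fold changes of 2.04, 3.23, and 3.82 (SE 0.16, 0.30, and 0.36). The down-regulated genes chosen by the same rule were Lncbate1, Slc25a51, Tmem86b, Magix, and Pecr. Lncbate1, a long noncoding RNA on chromosome 8 (108553252 to 108584595), fell from 8.14 ± 4.23 CPM (SD, n = 6) to 0.143 ± 0.185 CPM (SD, n = 6), with an adjusted p of 0.000701 in edgeR. The other 4 fell by 1.49 (Pecr) to 1.99 (Tmem86b) on the log2 scale. All 10 genes stayed past the threshold with each library left out in turn.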

We identified differentially expressed genes between tumor and healthy liver tissues (Table S3). We found that many of the significantly up- and down-regulated genes were also deregulated in HCCs from the *Axin1Δ* mouse model (Abitbol et al, 2018) (Fig S3B) and in human HCC, underscoring the biological relevance of our models and the presence of conserved HCC markers across species.

Table S3. Transcriptomic (RNA-seq) data from the different tumors.

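For this ranking, p21 +/Tert tumors were compared with p21 +/Tert livers (n = 4 each) and p21 +/TertCi tumors with p21 +/TertCi livers (n = 2 each) in 1 model of all 12 libraries, so that the groups shared 1 estimate of the spread. Each comparison covered 15182 genes, and the 200 genes with the smallest p-values were taken in each direction. In p21 +/Tert tumors, 637 genes were up-regulated and 349 down-regulated at an adjusted p under 0.05 in edgeR, so all 200 in each direction were past the threshold, whereas in p21 +/TertCi tumors no gene was and the ranking alone chose them. The p21 +/Tert genes with the smallest p-values that changed the same way in every mouse were Ccdc120, Mtmr11, Pdlim7, C2cd4c, and Npdc1 among the up-regulated and Susd4, Cth, Lin7a, Gnmt, and Lncbate1 among the down-regulated. Ccdc120 (chromosome X, 7731714 to 7750905) rose from 2.09 ± 0.283 CPM (SD, n = 4) to 30.5 ± 7.13 CPM (SD, n = 4), and Cth (chromosome 3, 157894248 to 157925077) fell from 461 ± 64.5 CPM (SD, n = 4) to 75.6 ± 9.28 CPM (SD, n = 4). Their log2 fold changes were 3.84 (SE 0.29, adjusted p = 0.000277) and -2.63 (SE 0.24, adjusted p = 0.000701) in edgeR. C2cd4c rose by a log2 fold change of 4.08, and Susd4, Gnmt, and Lin7a fell by 5.26, 2.75, and 2.06 on the log2 scale.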

We next analyzed the 200 most differentially expressed genes in either p21^+/Tert^ or p21^+/TertCi^ tumors compared with non-tumoral liver tissues (Fig 4B). Among these, 45 and 25 genes were commonly up-regulated or down-regulated, respectively, in both tumor types. 

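In the libraries analysed here, with 2 of the p21 +/TertCi tumors, 71 of the 200 up-regulated genes and 44 of the 200 down-regulated genes were shared by both genotypes. By chance, 2.63 shared genes are expected in each direction among the 15182 genes tested. The comparisons have no library in common, so the overlap does not come from shared controls. Ranking by log2 fold change in place of the p-value moved the overlap most, to 101 up-regulated and 64 down-regulated genes.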

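Outside the shared genes, 129 of the 200 up-regulated genes of each genotype and 156 of the 200 down-regulated genes of each were ranked there in 1 genotype only. A gene ranked in 1 genotype only is not shown to differ between the genotypes by that ranking, and the difference itself was tested with an interaction term. No gene passed an adjusted p of 0.05 for the interaction in edgeR, and 556 of 15182 had an unadjusted p under 0.05. Of the 986 genes called in p21 +/Tert tumors, 926 (93.9%) had a log2 fold change of the same sign in p21 +/TertCi tumors, against 69.8% of all genes tested, and 458 also had an unadjusted p under 0.05 there.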

155 genes were selectively overexpressed in either p21^+/Tert^ or p21^+/TertCi^ tumors, whereas 175 genes were down-regulated. Gene Ontology analysis of Biological Processes (GOBP) associated with the up-regulated genes revealed distinct patterns between the two models. 

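Enrichment of Gene Ontology terms was not computed here, because no term annotation was at hand. A published list of 54 genes of the G2 and M phases was tested in its place. In p21 +/Tert tumors (n = 4) against p21 +/Tert livers (n = 4), 53 of the 54 genes were higher, with a median log2 fold change of 2.97. The list stood apart from the other genes in camera with the preset correlation of 0.01 between genes (p = 7.05e-29), and it still did when the correlation was estimated from the data as 0.331 (p = 0.0124) or in fry (p = 0.000136). Against the mean of the 6 non-tumoral livers, its median rose by 2.01 on the log2(CPM + 1) scale in T-HCC662, 1.84 in T-HCC663, 1.35 in T-HCC941, and 1.98 in T-HCA992, where the SD between non-tumoral livers was 0.27. The median also rose by 0.91 in TCi-HCC981, with 48 of the 54 genes higher. In TCi-HCA984 it changed by -0.12, within that SD. With each p21 +/Tert library left out in turn, the median log2 fold change ranged from 2.71 to 3.16. The paper's Ki67 staining, a protein measure, was minimal in T-HCA992 and strong in T-HCC941. The RNA scores of these tumors, 1.98 and 1.35, stood in the opposite order. TCi-HCA984, where the paper also describes minimal staining, had the lowest score.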

In p21^+/Tert^ tumors, enriched pathways were primarily related to sister chromatid segregation and mitosis (Fig 4C). In contrast, p21^+/TertCi^ tumors showed a significant up-regulation of genes involved in wound healing, angiogenesis, and the ERK1/ERK2 signaling cascade, aligning with the presence of the *Hras*^*Gln61Lys*^ mutation in three of the five tumors. 

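Of the p21 +/TertCi tumors, TCi-HCC981 with the Hras mutation and TCi-HCA984 without it were analysed here, against 2 non-tumoral livers. No gene reached an adjusted p under 0.05 in edgeR, and 1618 of 15182 had an unadjusted p under 0.05, of which 974 were higher and 644 lower. In counts simulated from these libraries with 200 changed genes and no other difference, the same comparison recovered 121. Large differences can still go uncalled in the real counts. Mtmr11, for 1, had 6.70 ± 0.326 CPM (SD, n = 2) in these livers and 55.4 ± 4.43 CPM (SD, n = 2) in these tumors. The lack of calls therefore does not show that large changes are absent. DESeq2 called 300 genes higher and 65 lower, and in the simulation it called 55 genes that had not been changed, against 5 for edgeR. Terms for wound healing, angiogenesis, and ERK signaling were not tested.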

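In p21 +/Tert tumors (n = 4) against p21 +/Tert livers (n = 4), Cdk1 (chromosome 10, 69335146 to 69352938) rose from 1.16 ± 0.377 CPM (SD) to 11.6 ± 2.32 CPM (SD), a log2 fold change of 3.29 (SE 0.67, adjusted p = 0.0184 in edgeR). Ccna2 rose by a log2 fold change of 1.604 (SE 0.32, adjusted p = 0.0176), Ccnb1 by 5.56 (SE 1.21, adjusted p = 0.0232), Ccnb2 by 3.54 (SE 0.87, adjusted p = 0.0361), and Ccnd1 by 2.19 (SE 0.39, adjusted p = 0.0108). Cdk6 rose by 1.74 (SE 0.47) with an adjusted p of 0.0522 over all genes, and it was past the threshold in DESeq2 (adjusted p = 0.00344) and with the mouse as a block (adjusted p = 0.0445 in edgeR). Adjusted over the list alone, all 6 genes were past the threshold, though the study chose the list on these samples and this is not independent evidence. Leaving out 1 library moved some of the calls, and of the 8 such fits Ccnb2 was called in 1, Ccnb1 in 4, Cdk1 in 5, Ccna2 in 6, and Ccnd1 in 7. In p21 +/TertCi tumors (n = 2) the log2 fold changes were 1.06 for Cdk1, 0.37 for Cdk6, 0.51 for Ccna2, -0.48 for Ccnb1, 0.39 for Ccnb2, and 1.21 for Ccnd1, with adjusted p-values from 0.458 to 0.936 in edgeR. For Ccnb1, the liver of mouse 981 had 1.93 CPM, where the other 5 non-tumoral livers had at most 0.193 CPM, which lowers the p21 +/TertCi value. By the interaction term, the difference between the genotypes had an adjusted p of 1 for each of the 6 genes. Ccnb1 has 3 annotated genes of near-identical sequence, all pseudogenes, between which the counting can split reads. Ccna2 and Ccnd1 have 1 each, not a pseudogene, and whether it is a copy or a gene that overlaps them was not checked.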

Consistent with these findings, p21^+/Tert^ tumors overexpress cyclin-dependent kinase 1 (*Cdk1*) and *Cdk6*, along with multiple cyclins (*Ccna2*, *Ccnb1*, *Ccnb2*, *Ccnd1*). p21^+/TertCi^ tumors show a nonsignificant trend toward up-regulation of these genes (Fig 4D).

We next sought to identify transcriptional signatures indicative of signaling pathway activation, specifically Wnt/β-catenin, ERK1/ERK2 (MAPK), Notch, and Sonic Hedgehog (SHH), all of which are frequently implicated in human HCC (Zucman-Rossi et al, 2015). 

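The median log2(CPM + 1) of the 10 genes Axin2, Glul, Lgr5, Nkd1, Notum, Rhbg, Slc13a3, Sp5, Tcf7, and Tnfrsf19 was compared between each tumor and the mean of the 6 non-tumoral livers. It rose by 2.61 in T-HCC662 and by 2.27 in T-HCC663, with all 10 genes higher in both, where the SD between non-tumoral livers was 0.10. Both values lay above all 10000 random lists of 10 genes matched on mean expression. In the other 4 tumors the median fell, and the values lay between -2.21 and -1.39, below all random lists. The comparison of the Ctnnb1-mutated tumors (n = 2) with the other tumors (n = 4) gave a median log2 fold change of 4.596 for these genes. In limma's camera the adjusted p over the 7 list tests was 3.69e-17 with the preset correlation and 0.000714 with the correlation estimated, and in fry the adjusted p was 8.82e-09. With each tumor left out in turn, this median ranged from 4.45 to 4.84.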

As expected from their mutational profiles (*Ctnnb1*^*Asp32Tyr*^ and *Ctnnb1*^*Thr41Ile*^), T-HCC662 and T-HCC663 displayed strong activation of the Wnt/β-catenin pathway (Fig 4E). These two tumors showed high expression of a ten-gene mutated β-catenin gene signature comprising AXIN2, GLUL, LGR5, NKD1, NOTUM, RHBG, SLC13A3, SP5, TCF7, and TNFRSF19, which has been reported to identify CTNNB1-mutated human HCC (Lehrich et al, 2024). In addition, T-HCC662 and T-HCC663 showed marked overexpression of the Na^+^-dependent amino acid transporters *Slc1a5*, which mediates glutamine uptake and has recently been recognized as a novel hallmark of HCC (Tambay et al, 2024), and *Slc1a2*, which transports glutamate.

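All 10 genes were higher in the Ctnnb1-mutated tumors (n = 2) than in the other tumors (n = 4) at an adjusted p under 0.05 in edgeR, both over all 15182 genes and adjusted over the list alone. Axin2 (chromosome 11, 108920349 to 108950783) had 81.2 CPM in T-HCC662 and 72.9 CPM in T-HCC663, against 11.5 ± 1.40 CPM (SD, n = 6) in non-tumoral livers and 2.69 ± 1.16 CPM (SD, n = 4) in the other tumors, a log2 fold change between tumor classes of 4.91 (SE 0.23, adjusted p = 6.63e-07 in edgeR). Glul (chromosome 1, 153899944 to 153909723) had 9494 and 10320 CPM in the same tumors, 1284 ± 277 CPM (SD, n = 6) in non-tumoral livers, and 220 ± 146 CPM (SD, n = 4) in the other tumors, a log2 fold change of 5.57 (SE 0.44, adjusted p = 5.2e-05 in edgeR). The largest log2 fold change was 6.90 for Nkd1 (SE 0.57), followed by 6.60 for Rhbg, 6.46 for Sp5, 4.28 for Notum, 3.95 for Lgr5, 3.54 for Tnfrsf19, and 3.28 for Slc13a3. Tcf7 had the smallest, 2.05 (SE 0.43, adjusted p = 0.014 in edgeR), and it was not past the threshold with the mouse as a block (adjusted p = 0.0715). Rhbg has 2 annotated genes of near-identical sequence, and Glul and Notum have 1 each.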

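Slc1a5 (chromosome 7, 16781340 to 16798274) had 112 CPM in T-HCC662 and 187 CPM in T-HCC663, against 8.59 ± 3.68 CPM (SD, n = 6) in non-tumoral livers and 10.3 ± 3.06 CPM (SD, n = 4) in the other tumors. Between tumor classes its log2 fold change was 3.89 (SE 0.41, adjusted p = 0.000352 in edgeR). Slc1a2 (chromosome 2, 102658659 to 102790784) had 2323 CPM in T-HCC662 and 1535 CPM in T-HCC663, and 222 ± 78.6 CPM (SD, n = 6) in non-tumoral livers. In the other tumors it fell to between 1.80 CPM in TCi-HCC981 and 66.7 CPM in TCi-HCA984, below every non-tumoral liver, so the log2 fold change between tumor classes of 6.96 (SE 0.89, adjusted p = 0.000943 in edgeR) holds a rise in 2 tumors and a fall in 4. Both genes stayed past the threshold under every alternative and with each of the other tumors left out in turn.

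**Figure D2:**
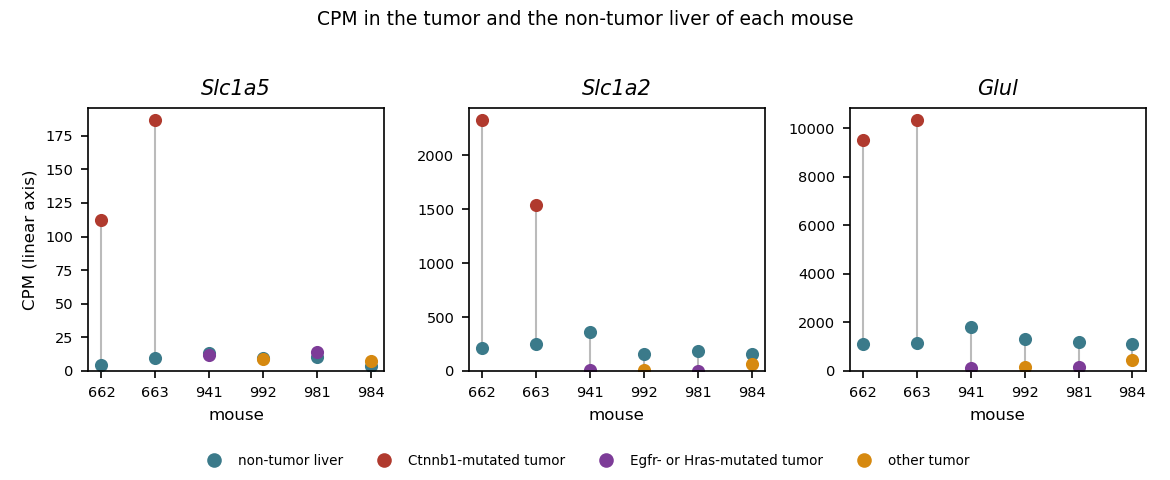
CPM of Slc1a5, Slc1a2, and Glul (vertical, linear axis from 0) in the non-tumoral liver and the tumor of each mouse (horizontal), with a line joining the samples of a mouse. The Ctnnb1-mutated tumors 662 and 663 lie far above the livers for all 3 genes, up to 187 CPM for Slc1a5 and 2323 CPM for Slc1a2, and the other tumors lie below their livers for Slc1a2 and Glul.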

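MAPK output was scored with a list of 10 ERK-responsive genes taken from general knowledge (Ccnd1, Dusp4, Dusp6, Epha2, Epha4, Etv4, Etv5, Phlda1, Spry2, and Spry4), which is not the list of the paper's heatmap. Against the mean of the 6 non-tumoral livers, the median log2(CPM + 1) of the list rose by 1.24 in T-HCC941, which carries the Egfr mutation, with 9 of the 10 genes higher, and by 1.57 in TCi-HCC981, which carries the Hras mutation, with 7 of the 10 higher. The SD between non-tumoral livers was 0.30. TCi-HCA984, which has neither mutation, had a rise of 1.37, while T-HCC662 and T-HCC663 had rises of 0.16 and 0.15, within the spread of the livers. In the comparison of the Egfr- or Hras-mutated tumors (n = 2) with the Ctnnb1-mutated tumors (n = 2), 6 of the 10 genes were higher, with a median log2 fold change of 1.19. In limma's camera with the preset correlation the adjusted p over the list tests was 0.0368. In fry it was 0.0135, and with the correlation estimated it was 0.111, past the threshold no longer. Without TCi-HCC981 the median fell to 0.71. With the mouse as a block it was 2.33, with 8 of the 10 genes higher, so its size depends on the fit. TCi-HCC24 and TCi-HCC20-3 were not analysed here.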

Tumors harboring the *Hras*^*Gln61Lys*^ mutation, TCi-HCC24, TCi-HCC20-3, and TCi-HCC981 (all from p21^+/TertCi^ mice), along with T-HCC941 (p21^+/Tert^, carrying *Egfr*^*Ser306Tyr*^), exhibited a shared transcriptional signature consistent with ERK1/ERK2 (MAPK) pathway activation, in alignment with their mutational backgrounds (Fig 4F). Further, T-HCC662, T-HCC663, and T-HCA992 exhibited transcriptional features of Notch pathway activation, similar to those observed in *AxinΔ* mouse models (Villanueva et al, 2012; Abitbol et al, 2018) (Fig 4G). 

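The Notch score used here is the median of 10 genes taken from general knowledge (Dtx1, Hes1, Hey1, Hey2, Heyl, Jag1, Notch1, Notch3, Nrarp, and Sox9), which are not the genes of Fig 4G. Against the mean of the 6 non-tumoral livers, it rose by 1.00 on the log2(CPM + 1) scale in T-HCA992, with all 10 genes higher, where the SD between livers was 0.33. In T-HCC662 it changed by -0.13 and in T-HCC663 by 0.22, which is less than that SD. The other tumors had rises of 1.05 in T-HCC941, 1.04 in TCi-HCA984, and 0.85 in TCi-HCC981.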

A distinct (SHH) signature was found in TCi-HCC981, TCi-HCA984, T-HCA992, and TCi-HCC24 (Fig 4H), indicating additional heterogeneity in pathway activation across tumors. Overall, the transcriptomic profiles of the tumors are largely consistent with their underlying mutational landscapes. 

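The paper describes the expression profiles of the tumors as for the most part compatible with their mutations. In T-HCA992, 9 of the 10 ERK-responsive genes scored above were higher than the mean of the non-tumoral livers, and their median rose by 1.00 on the log2(CPM + 1) scale. This lay above 99.96% of 10000 random lists matched on mean expression. Against the liver of the same mouse the median rose by 1.08. A single tumor gives no test of the adenoma against the carcinomas.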

Interestingly, T-HCA992 showed a MAPK activation signature, despite lacking canonical *RAS* pathway mutations. We hypothesize that this activation could result from mutations in phosphatase genes (*PtprE* and *Ppp1r9a*), which may lead to increased substrate phosphorylation and thereby activate MAPK signaling (Chen et al, 2024).

Among model-specific transcriptional signatures, only p21^+/Tert^ tumors exhibited overexpression of the helicase Pif1 and Ten1, a component of the CST complex (Ctc1/Stn1/Ten1) involved in telomere replication and stability (F. Wang et al, 2012) (Fig S4A). In addition, nearly all tumors, except TCi-HCA984 and TCi-HCC20-1, showed strong overexpression of the maternally imprinted long noncoding RNA *H19* and its associated microRNA, miR-675, both of which have been implicated in liver cancer pathogenesis (Wang et al, 2023) (Fig S4B).

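Pif1 (chromosome 9, 65587160 to 65595967) had between 4.26 and 6.09 CPM in the 4 p21 +/Tert tumors and 0.714 ± 0.436 CPM (SD, n = 4) in the p21 +/Tert livers, a log2 fold change of 2.87 (SE 0.66, adjusted p = 0.0278 in edgeR). In TCi-HCC981 and TCi-HCA984 it had 0.462 and 0.17 CPM, against 0.42 and 0.0485 CPM in the livers of the same mice. Ten1 (chromosome 11, 116198855 to 116215318) had 11.8 ± 4.89 CPM (SD, n = 4) in p21 +/Tert tumors and 2.76 ± 0.561 CPM (SD, n = 4) in p21 +/Tert livers, a log2 fold change of 2.08 (SE 0.36, adjusted p = 0.01 in edgeR). In p21 +/TertCi samples it had 2.32 ± 0.0644 CPM (SD, n = 2) in tumors and 2.82 ± 1.08 CPM (SD, n = 2) in livers. The difference between the genotypes was tested with the interaction term, which gave log2 values of -2.47 for Pif1 (SE 1.18) and -2.38 for Ten1 (SE 0.62), with an adjusted p of 1 for both in edgeR and unadjusted p-values of 0.06 and 0.00263. Pif1 lost its call in 4 of the 8 fits that each left out 1 p21 +/Tert library, and Ten1 kept its call in all 8.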

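H19 (chromosome 7, 142575529 to 142578143, minus strand) had at most 0.967 CPM in any of the 6 non-tumoral livers. In the tumors it had 2076 CPM in T-HCC941, 1317 CPM in TCi-HCC981, 60.5 CPM in T-HCC662, 17.2 CPM in T-HCA992, 7.72 CPM in TCi-HCA984, and 4.21 CPM in T-HCC663. In TCi-HCA984 this is 26.6 times the level in the liver of the same mouse, and in T-HCC663 it is 4.35 times. Mir675 lies inside H19 on the same strand (142577064 to 142577147), so its counts can hold reads of the host transcript. It had 259 CPM in T-HCC941, 51.2 CPM in TCi-HCC981, 8.16 CPM in T-HCC662, 1.43 CPM in T-HCA992, and 0.482 CPM in T-HCC663, and no counted read in TCi-HCA984. In p21 +/Tert tumors against p21 +/Tert livers (n = 4 each), the adjusted p was 0.0334 for H19 and 0.0483 for Mir675 in edgeR. Of the 8 fits that each left out 1 library, 3 called H19 and 3 called Mir675, and H19 was not called with the mouse as a block (adjusted p = 0.0934). TCi-HCC20-1 was not analysed here.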

**Figure S4.**
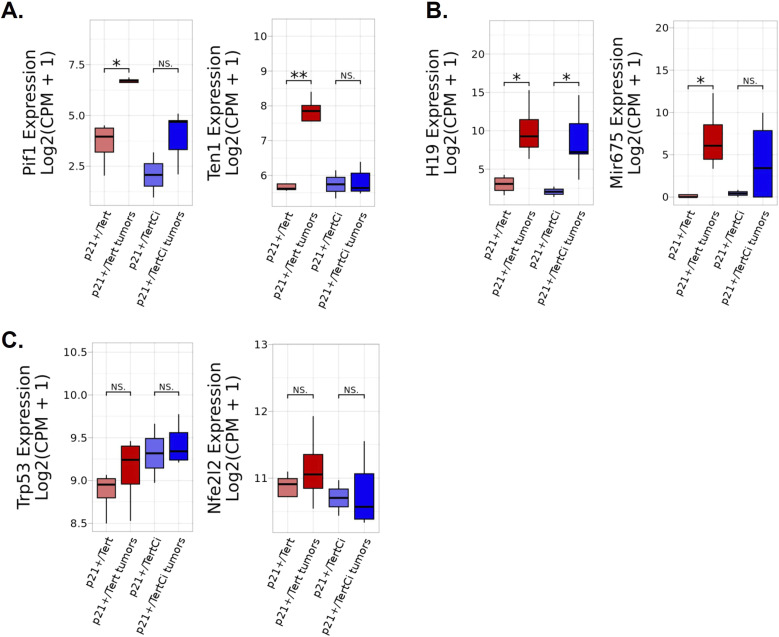
Expression levels in p21^+/Tert^ and p21^+/TertCi^ tumors. **(A)** Pif1 and Ten1. **(B)** H19 and Mir675. **(C)** Nrf2 (Nfe2l2) and Tpr53 Statistics *P < 0.05, **P < 0.01 versus non-tumoral p21^+/Tert^ or p21^+/TertCi^.

### Tumors exhibit suppressed gluconeogenesis but up-regulate distinct Nfrf2 target genes

A recent study (Gu et al, 2025) showed that during the progression from metabolic dysfunction–associated steatohepatitis (MASH) to HCC, FBP1 expression declines in premalignant hepatocytes. To explore metabolic alterations in the tumor samples, we analyze the expression of genes involved in glycolysis and gluconeogenesis. To improve interpretability, we restricted our analysis to HCC tumors (Fig 5A). 

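Fbp1 (chromosome 13, 62864753 to 62888282) had 835 ± 155 CPM (SD, n = 6) in non-tumoral livers and 435 ± 271 CPM (SD, n = 6) in the 6 tumors, a log2 fold change of -0.94 (SE 0.35, adjusted p = 0.106 in edgeR). It was lower in the tumor than in the liver of the same mouse in 6 of 6 mice, and the adjusted p was 0.0432 in DESeq2 and 0.0338 with the mouse as a block in edgeR. With the 4 tumors that the paper names HCC (T-HCC662, T-HCC663, T-HCC941, and TCi-HCC981) in place of all 6, the log2 fold change was -1.46 with an adjusted p of 0.0136 in edgeR. Table 1 of the paper lists the tumor of mouse 663 as an adenoma, so this value holds only if its text, which names it HCC, is followed.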

Across all samples, we observed consistent down-regulation of the gluconeogenic genes *AldoB* and *Fbp1* (Fig 5A and B). Notably, Fbp1 has been shown to form a stable complex with AldoB, Pp2A, and Akt, leading to Akt inactivation (Gu et al, 2023). 

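Of the glycolytic genes Pgam1, Pgk1, Pfkm, Pkm, Eno2, Hk1, Pak1, Aldoa, Gpi1, Hkdc1, Pck2, Pfkl, and Tpi1, all 13 were higher in T-HCC941 than the mean of the 6 non-tumoral livers, with a median rise of 0.94 on the log2(CPM + 1) scale and an SD between livers of 0.16. The symbol Pfl in the paper was read as Pfkl, the symbol in Fig 5A. The median also rose in the other tumors, by 0.77 in T-HCA992, 0.66 in TCi-HCC981, 0.54 in TCi-HCA984, 0.49 in T-HCC663, and 0.41 in T-HCC662. In the Egfr- or Hras-mutated tumors (n = 2) against the Ctnnb1-mutated tumors (n = 2), 10 of the 13 genes were higher and 2 lower. Aldoa, at 0.005 on the log2 scale, had no clear direction. None of the 13 was past an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. DESeq2 called Hk1 (adjusted p = 0.0426) and Hkdc1 (adjusted p = 0.023). The directions of the 13 genes rest in part on single tumors. Without T-HCC941, Pfkl (-0.64), Pgam1 (-0.62), Aldoa (-0.26), Pgk1 (-0.24), Gpi1 (-0.22), and Pfkm (-0.045) were lower on the log2 scale, without T-HCC663 Pfkl, Pgam1, Aldoa, and Pfkm were, and with the mouse as a block Pak1, Pfkl, and Pkm were. Of Hk2, Tpi1, Eno1, and Gapdh, all 4 were higher than the mean of the livers in T-HCC662 and 2 of 4 in T-HCC663. For Gapdh this depends on the liver, since the liver of mouse 662 had 48.2 CPM and T-HCC662 itself 33.1 CPM. Hk2 had 47.0 CPM in T-HCC662 and 18.8 CPM in T-HCC663, against 3.30 ± 3.38 CPM (SD, n = 6) in non-tumoral livers. Eno1 was the only one of these 4 with a call between the classes, a log2 fold change of -1.42 (SE 0.37, adjusted p = 0.0395 in edgeR), which it lost with the mouse as a block (adjusted p = 0.16). Gapdh had 25.0 ± 18.4 CPM (SD, n = 6) in non-tumoral livers and 16.1 ± 9.41 CPM (SD, n = 6) in tumors, and 77 annotated genes share near-identical sequence with it, so its counts are uncertain. Eno1 has 3 such genes and Pgk1 has 4. TCi-HCC20-3, TCi-HCC24, and TCi-HCC20-1 were not analysed here.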

Regarding glycolytic genes, *hRas*^*Gln61His*^ TCi-HCC203, T-HCC941, and TCi-HCC24 exhibit broad up-regulation of a large set of glycolytic genes (*Pgam1*, *Pgk1*, *Pfkm*, *Pkm*, *Eno2*, *Hk1*, *Pak1*, *AldoA*, *Gpi1*, *Hkdc1*, *Pck2*, *Pfl*, and *Tpi1*), whereas the remaining tumors display increased expression of a more limited subset, including *Hk2*, *Tpi1*, *Eno1*, and *Gapdh*, which are consistently overexpressed across T-HCC662, T-HCC663, and TCi-HCC201 (Fig 5A).

**Figure 5.**
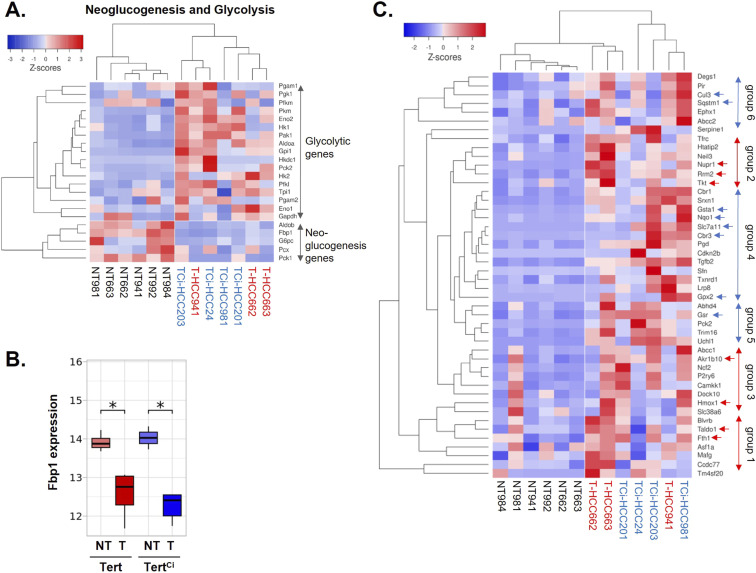
Down-regulation of gluconeogenesis and activation of Nrf2 targets in tumors. **(A)** Heatmap illustrating the expression patterns of genes associated with gluconeogenesis and glycolysis, based exclusively on HCC samples. **(B)** Expression levels of FBP1 in p21^+/Tert^ and p21^+/TertCi^ tumors, Statistics *P < 0.05 versus non-tumoral p21^+/Tert^ or p21^+/TertCi^. **(C)** Heatmap depicting the expression of Nrf2 target genes across HCC samples. Groups 1–3 highlight genes predominantly up-regulated in T-HCC662, T-HCC663, and TCi-HCC201. Groups 4–6 represent genes mainly up-regulated in MAPK-activated tumors. Red and blue arrows indicate genes associated with resistance to ferroptosis (see text).

Because *Fbp1* down-regulation has been linked to NRF2 activation (Gu et al, 2025), we examined the expression of Nrf2 (Nfe2l2) target genes (Malhotra et al, 2010; Mitsuishi et al, 2012b) in HCC. We found that most Nrf2 targets involved in redox and energy metabolism regulation (Luchkova et al, 2024) were differentially regulated in tumor samples (Fig 5C). Clustering analysis did not reveal a tumor model–specific signature. Instead, it identified groups of genes commonly expressed across subsets of tumors that distinguish β-catenin–activated tumors from hRAS-activated tumors. Specifically, groups 1 and 2 are predominantly expressed in T-HCC662 and T-HCC663, whereas Group 3 genes are mainly observed in T-HCC663 and TCi-HCC201, somewhat consistent with tumor clustering shown in Fig 4A. 

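Between the Egfr- or Hras-mutated tumors T-HCC941 and TCi-HCC981 (n = 2) and the Ctnnb1-mutated tumors T-HCC662 and T-HCC663 (n = 2), 622 genes were higher and 603 lower at an adjusted p under 0.05 in edgeR, of 15182 tested. At an unadjusted p under 0.05 there were 3987. With the mouse as a block 160 were higher and 157 lower, while DESeq2 called 1270 higher and 1143 lower. The Hras-mutated tumor comes from a different genotype than the other 3, so the driver and the genotype are in part confounded in this comparison.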

Group 4 genes are primarily overexpressed in TCi-HCC203, T-HCC941, and TCi-HCC981, as well as in T-HCC663, TCi-HCC24, and TCi-HCC203.

The expression profiles point to a coordinated ferroptosis-protective program driven by distinct sets of genes. 

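For Hmox1, Fth1, Taldo1, Tm4sf20, Akr1b10, Tkt, Rrm2, and Nupr1, the median log2(CPM + 1) rose against the mean of the 6 non-tumoral livers by 1.42 in T-HCC663, 0.80 in TCi-HCC981, and 0.47 in T-HCC662, each with 7 of the 8 genes higher. The SD between livers was 0.22, and T-HCA992, TCi-HCA984, and T-HCC941 had changes of 0.17, 0.13, and 0.08, within it. Between the Egfr- or Hras-mutated and the Ctnnb1-mutated tumors (n = 2 each), 6 of the 8 genes were lower, none past the threshold in edgeR over all genes or adjusted over the list alone. Nupr1 had 86.5 CPM in T-HCC662 and 54.6 CPM in T-HCC663, against 2.91 ± 0.97 CPM (SD, n = 6) in non-tumoral livers and between 9.54 and 46.0 CPM in the other tumors. The log2 fold change of Akr1b10 between the classes, 0.38 (SE 1.11, adjusted p = 0.858 in edgeR), turned to -1.65 with the mouse as a block and to -0.38 without TCi-HCC981. Hmox1 turned from lower to 0.57 without T-HCC941 and 0.48 without T-HCC663, and Fth1, at 0.01, had no clear direction.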

In Fig 5C, genes associated with increased resistance to ferroptotic cell death are highlighted: those mainly overexpressed in groups 1, 2, and 3 are shown in red (*HmoX1*, *Fth1*, *Taldo1*, *Tm4sf20*, *Akr1b10*, *Tkt*, *Rrm2*, *Nupr1*). These genes include *Tkt* (transketolase) and *Taldo1* (transaldolase 1) involved in the pentose phosphatase pathway as well as *Nupr1*, a stress responsive gene induced under oxidative and metabolic stress and known to be expressed in human HCC (Huang et al, 2021; Cai et al, 2025) (Fig 5C). Genes preferentially overexpressed in groups 4, 5, and 6 are shown in blue (*Slc7a11*, *Gpx2*, *Gsr*, *Nqo1*, *Cbr3*, *Gsta1*, *Cul3*, *Sqtsm1*, and *Gpx2*). Many of these genes are regulators of ferroptosis resistance, a cell death pathway driven by lipid peroxidation (Koppula et al, 2021; Su et al, 2025) (Fig 5C). 

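Over the 8 genes Slc7a11, Gpx2, Gsr, Nqo1, Cbr3, Gsta1, Cul3, and Sqstm1, all 8 were higher in the Egfr- or Hras-mutated than in the Ctnnb1-mutated tumors (n = 2 each), and Cbr3 and Slc7a11 were past the threshold in edgeR, over all genes and adjusted over the list alone. Cbr3 (chromosome 16, 93683215 to 93690990) had 148 CPM in T-HCC941 and 169 CPM in TCi-HCC981, against 10.4 and 5.79 CPM in T-HCC662 and T-HCC663, a log2 fold change of 4.28 (SE 0.65, adjusted p = 0.00382). It was not called with the mouse as a block (adjusted p = 0.0786). Slc7a11 (chromosome 3, 49892526 to 50443614) had 71.6 and 131 CPM against 4.91 and 10.7 CPM in the same tumors, a log2 fold change of 3.70 (SE 0.92, adjusted p = 0.0346). It was not called in DESeq2 (adjusted p = 0.0626) or with the block (adjusted p = 0.51), and 6 annotated genes share near-identical sequence with it. TCi-HCA984, which has neither mutation, had 82.75 CPM of Cbr3 and 53.21 CPM of Slc7a11. T-HCA992 had 29.17 and 9.28 CPM. High levels of both genes were thus not confined to the Egfr- or Hras-mutated tumors. Gpx2 had 40.4 CPM in T-HCC941, 33.8 CPM in TCi-HCC981, and 19.8 CPM in T-HCC663, and at most 0.568 CPM in the other 3 tumors, so it did not follow the classes. Gsr went the other way with the block, with a log2 fold change of -0.20 in place of 0.12. Without TCi-HCC981, Gsr, Nqo1 (-0.565), and Sqstm1 were lower, without T-HCC663 Sqstm1 was (-0.25), and without T-HCC662 Gsr was (-0.125), so 5 of the 8 directions held with each tumor left out.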

Although there is some redundancy between the tumors, these results suggest that β-catenin tumors and TCi-HCC201 resist ferroptosis primarily by limiting free iron and boosting NADPH production, whereas MAPK-activated tumors rely on a canonical NRF2-SLC7A11-glutathione axis to detoxify lipid peroxides through enhanced antioxidant enzyme activity.

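Nfe2l2, which encodes Nrf2, lies on chromosome 2 (75675513 to 75704641), and Trp53 on chromosome 11 (69580359 to 69591873). Over the 6 tumors against the 6 non-tumoral livers, Nfe2l2 had a log2 fold change of 0.31 (SE 0.24, adjusted p = 0.452 in edgeR) and Trp53 one of 0.22 (SE 0.22, adjusted p = 0.565). Both differences were about the size of their standard errors. Apart from the fits that left out a library, the alternatives gave an adjusted p from 0.395 to 0.972 for Nfe2l2 and from 0.398 to 0.694 for Trp53. With each of the 12 libraries left out in turn, it ranged from 0.355 to 0.854 and from 0.247 to 0.832 in edgeR.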

When considering all tumors, neither Nrf2 nor Tp53 is significantly overexpressed in tumors (Fig S4C). 

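Nfe2l2 had 202 CPM in T-HCA992 and 78.4 CPM in TCi-HCC981, against 92.8 ± 19.8 CPM (SD, n = 6) in non-tumoral livers. The median rise of Slc7a11, Gpx2, Gsr, Nqo1, Cbr3, Gsta1, Cul3, and Sqstm1 against the mean of these livers was 4.59 in TCi-HCC981, the highest of the 6 tumors, and 0.23 in T-HCA992, the lowest, on the log2(CPM + 1) scale with an SD between livers of 0.22. T-HCC941 had a rise of 2.52 with 77.3 CPM of Nfe2l2. TCi-HCC24 and TCi-HCC20-3 were not analysed here.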

Notably, although Nrf2 mRNA levels were higher in T-HCA992 and TCi-HCC24 compared with TCi-HCC20-3 and TCi-HCC981, the latter two showed the strongest up-regulation of Nrf2 target genes. This suggests that Nrf2 protein stabilization may drive its activity in the tumors rather than its transcriptional regulation.

### Spatial analysis reveals altered HNF4α protein levels and liver tissue architecture

We used the Hyperion Imaging System, which enables high-dimensional, subcellular-resolution analysis of multiple cellular targets simultaneously in formalin-fixed paraffin-embedded (FFPE) tissues (Elaldi et al, 2021). Using a validated panel of 10 metal-conjugated antibodies (Table S4), we analyzed the architecture of the tissues. Scale bars for the uncropped images of p21^+/Tert^ and p21^+/TertCi^ liver, as well as the tumors, are provided in Fig S5. To characterize the liver parenchyma, we first stained healthy livers and the tumors from p21^+/Tert^ and p21^+/TertCi^ mice using antibodies directed against β-catenin (Ctnnb1), Hepatocyte nuclear factor 4α (Hnf4α), and alpha Smooth Muscle Actin (α-Sma) (Fig 6). In healthy p21^+/Tert^ (NT1069) and p21^+/TertCi^ (NT982) livers (Fig 6), a majority of cells were stained by HNF4α antibodies likely, marking non-transformed hepatocytes. β-catenin displayed a typical WT distribution with predominant localization at hepatocyte plasma membrane, consistent with its role in cell–cell adhesion and α-SMA was primarily restricted to the perivascular regions where smooth muscle cells reside (Fig 6). It was challenging to distinguish whether 4T1 or T-HCC662 and T-HCC663 tumors, which share an activating mutation in Ctnnb1, exhibited higher levels of cytoplasmic or nuclear β-catenin indicative of β-catenin activation (Fig 6). Notably, all tumors showed a reduced number of Hnf4α-positive cells as well as a decrease in staining intensity (see the following paragraph for HNF4α quantification across tumors). Moreover, unlike the perivascular localization observed in the healthy livers, we observed dispersed α-Sma–positive cells throughout the tumor, likely reflecting the presence of cancer-associated fibroblasts (Sun et al, 2023; Xu et al, 2022). In tumors T-HCC941, T-HCA992, and TCi-HCC20-1, α-Sma–positive areas accounted for more than 20% of the area occupied by DNA, indicating an important stromal activation.

Table S4. Validated markers used for imaging mass cytometry.

**Figure S5.**
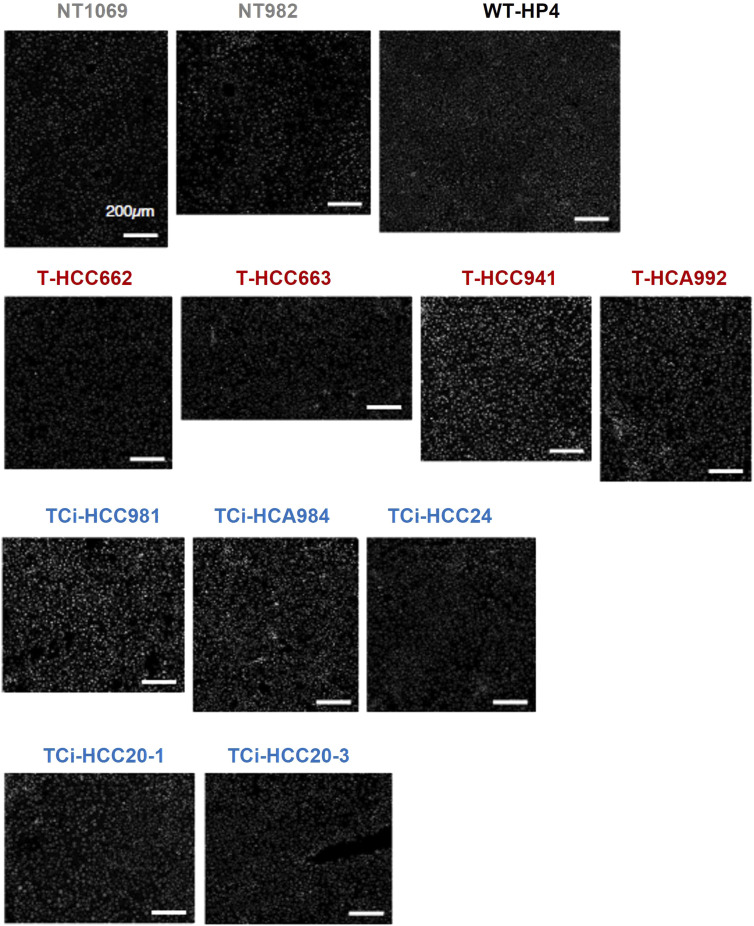
Scale bars for the uncropped images of p21^+/Tert^ and p21^+/TertCi^ liver tissue and corresponding tumors.

**Figure 6.**
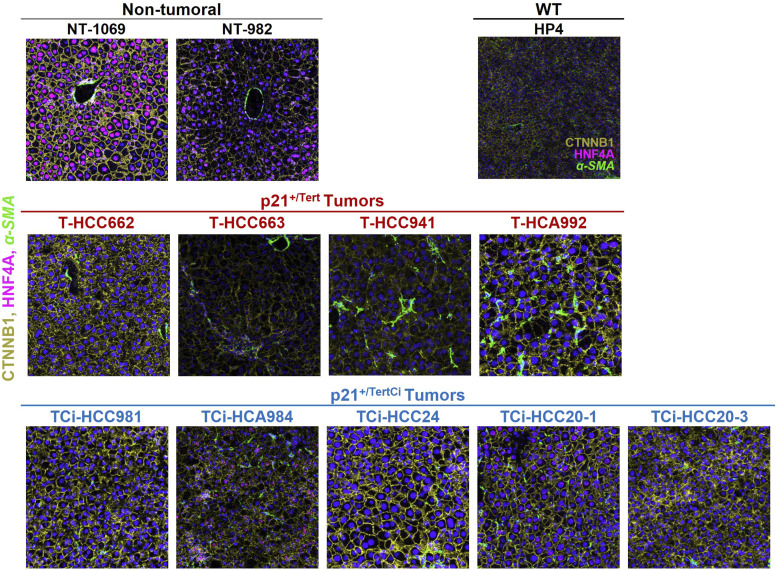
Spatial architecture of liver tumors. Formalin-fixed, paraffin-embedded sections of non-tumoral and tumor tissues were analyzed using the Hyperion Imaging System with antibodies against Ctnnb1 (yellow), Hnf4α (magenta), and α-Sma (green). NT1069 and NT982 denote non-tumoral liver tissues from p21^+^/Tert and p21^+^/^−^ mice, respectively. Tumors are labeled as indicated in the figure and described in Table 1, with the number after each tumor name corresponding to the region of interest. An iridium intercalator was used for nuclear staining. Images are included in the supplemental files. Source data are available for this figure.

We next quantified Hnf4α and also p21-positive cells across all the samples (Fig 7A and B). In healthy p21^+/Tert^ and p21^+/TertCi^ livers, 40–50% of liver cells expressed Hnf4α. This proportion sharply dropped to 10% or less in the tumors harboring the Ctnnb1^Asp32Tyr^, Ctnnb1^Thr41Ile^, Egfr^Ser303Tyr^, and Hras^Gln61Lys^ mutations (Fig 7A and B). In contrast, T-HCA992, TCi-HCA984, and TCi-HCC201, lacking activation of the Wnt/β-catenin or hRas signaling pathways retained ∼20% of Hnf4α-positive cells (Fig 7A and B). These findings prompted us to examine the transcript levels of HNF4α. 

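Hnf4a (chromosome 2, 163506808 to 163572910) had 693 ± 133 CPM (SD, n = 6) in non-tumoral livers and 623 ± 98.3 CPM (SD, n = 6) in tumors, a log2 fold change of -0.16 (SE 0.20, adjusted p = 0.657 in edgeR). It was lower than in the liver of the same mouse in 4 of 6 mice, and the difference between groups was smaller than the SD within either. The adjusted p ranged from 0.483 to 0.843 in edgeR with each library left out in turn, and from 0.619 to 0.692 under the other alternatives. T-HCC663 had the lowest value, 476 CPM, and T-HCC941 had 779 CPM, more than most of the livers.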

RNA-seq analysis did not reveal significant down-regulation of Hnf4α mRNA levels across tumor samples (Table S3), suggesting that HNF4α may be subject to post-transcriptional regulation in tumors with activated Wnt/β-catenin or hRAS signaling.

**Figure 7.**
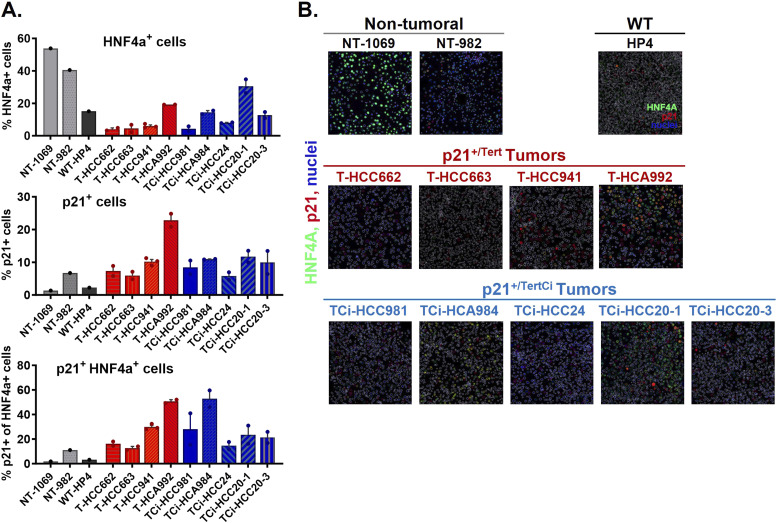
Quantification of HNF4α and p21 levels across tumor samples. **(A)** ROIs from liver tumor sections were imaged using the Hyperion with antibodies against HNF4α and p21. Signal quantification was performed as described in the Materials and Methods. The percentage of HNF4αA, p21, and double-positive cells are shown. The two dots for each tumor represent two different ROI. **(B)** Representative images of non-tumoral and tumoral sections. HNF4α (Green), p21 (Red), and nuclei (Blue). Some samples were used for representative images shown in Figs 7 and 8.

On the same FFPE sections, we quantified the proportion of p21-positive cells. In NT1069 (p21^+/Tert^) and 4T1 (p21^+/+^) livers, fewer than 2% of cells were p21 positive compared with ∼5% in NT982 (p21^+/TertCi^) healthy liver (Fig 7A and B). This proportion increased to above 10% in T-HCC941, T-HCA992, TCi-HCA984, and TCi-HCC20-1 (Fig 7A and B) and was about 5% for the other tumors, consistent with the transcriptional overexpression of p21 in all tumors (Table S3). 

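Cdkn1a, the gene of p21, lies on chromosome 17 (29090976 to 29100727). Over the 6 tumors against the 6 non-tumoral livers its log2 fold change was 1.85 (SE 0.70, adjusted p = 0.111 in edgeR), and it was higher in the tumor than in the liver of the same mouse in 6 of 6 mice. It was past the threshold in DESeq2 (adjusted p = 0.0341) and with the mouse as a block (adjusted p = 0.0239), which removes the differences between the livers of the mice. Of the 12 fits that each left out 1 library, only that without the liver of mouse 984 called it (log2 fold change 2.68, adjusted p = 0.0218 in edgeR), and the others gave an adjusted p of up to 0.194. Under the other alternatives it ranged from 0.0239 to 0.199.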

One tumor (HCA), T-HCA992, exhibited a markedly higher proportion of p21-positive cells (>20%) (Table S3). Interestingly, in T-HCA992 and TCi-HCA984 both classified as hepatocellular adenoma (Fig 1, Table 1), ∼50% of Hnf4α-positive cells were also positive for p21. 

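Counted Tert reads (chromosome 13, 73626911 to 73649843) come from the endogenous gene and from the knock-in allele alike, and the counts do not separate them. Tert had 26.1 CPM in T-HCA992 and 16.9 CPM in TCi-HCA984, the highest and the next highest of the 6 tumors, against 14.4 and 12.6 CPM in the livers of the same mice and 12.9 ± 2.54 CPM (SD, n = 6) over all non-tumoral livers. The value of T-HCA992 lay above every liver, whereas that of TCi-HCA984 lay within their range, which reached 17.3 CPM. TCi-HCC981 had 15.8 CPM, T-HCC941 9.39 CPM, T-HCC662 7.98 CPM, and T-HCC663 4.69 CPM. Over all 6 tumors the log2 fold change was 0.06 (SE 0.34, adjusted p = 0.933 in edgeR), and its sign turned with the mouse as a block, over the HCC alone, and without T-HCA992 or TCi-HCA984.

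**Figure D3:**
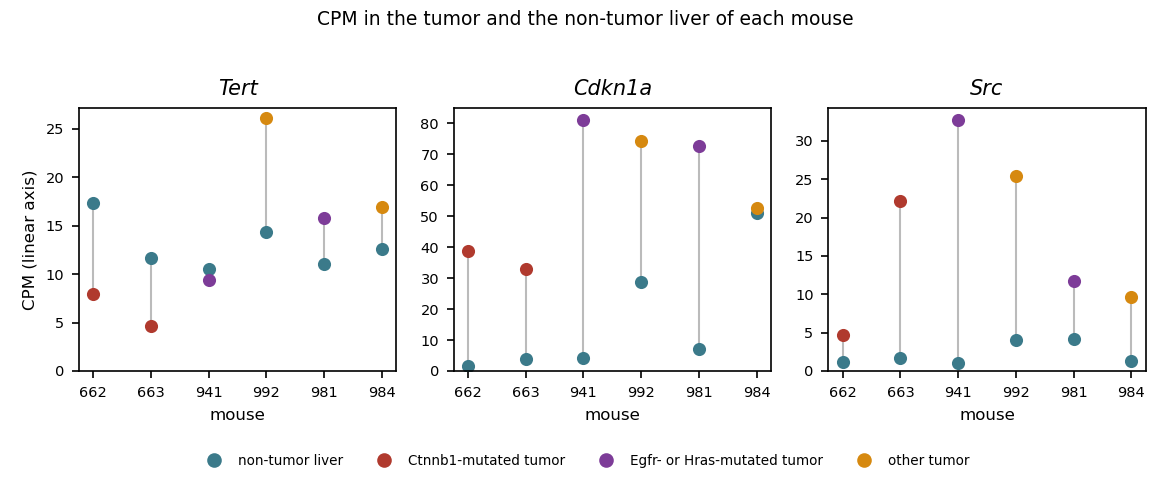
CPM of Tert, Cdkn1a, and Src (vertical, linear axis from 0) in the non-tumoral liver and the tumor of each mouse (horizontal), with a line joining the samples of a mouse. Tert is highest in tumor 992, at 26.1 CPM, while Cdkn1a and Src are higher in the tumor than in the liver in each mouse.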

Notably, both tumors display high levels of Tert mRNA, suggesting that Tert may drive hepatocyte proliferation in these two tumors, which lack mutations in the Wnt/β-catenin and hRAS pathways.

### Tumor infiltration by immune cells is altered in β-catenin–activated HCC

We further assessed immune cell infiltration within the tumors. To characterize the infiltration of lymphocyte classes, we used metal-conjugated antibodies against Cd3 (T lymphocytes), Cd4 (auxiliary T lymphocytes), Cd8 (cytotoxic T lymphocytes), and B220 (B lymphocytes). We found that the two β-catenin–activated tumors (T-HCC662 and T-HCC663) were poorly infiltrated by T-lymphocytes (2–4% of Cd3-positive cells) with 1–2% of auxiliary and cytotoxic T lymphocytes (Fig 8A and C). These results are consistent with previous studies showing that activation of the Wnt/β-catenin pathway in HCC is associated with poor T-lymphocyte infiltration, facilitating immune evasion and resistance to anti-PD1 therapy (Dantzer et al, 2024). In contrast, T-HCA992, TCi-HCC20-1, and T-HCC941 tumors showed a higher level of T lymphocyte infiltration (>10%) (Fig 8A and C). Whereas TCi-HCC20-1 was characterized by a higher proportion of auxiliary (CD4^+^) T cells (8–10%) compared with cytotoxic (CD8^+^) T cells (<4%), the highly aggressive T-HCC941 (Egfr^Ser303Tyr^) displayed a predominance of cytotoxic T cells (∼10%) over auxiliary T cells (Fig 8A and C). TCi-HCC981, TCi-HCC20-3, and TCi-HCC24 tumors, all carrying the Hras^Gln161Lys^ mutation, displayed comparable intermediate levels of lymphocyte infiltration (∼5%). In summary, the two β-catenin–activated tumors exhibited the lowest levels of T-cell infiltration, whereas the Egfr-activated tumor, along with tumors T-HCA992 and TCi-HCC20-1 (which both harbor mutations in subunits of PPP1 exhibited the highest degree of T lymphocyte infiltration [∼5%]). Regarding B lymphocyte infiltration, tumors exhibited very low levels of infiltrating B lymphocytes (1–3%) (Fig 8A and C). Only TCi-HCC981 exhibited a proportion of infiltrating B lymphocytes exceeding 5%.

**Figure 8.**
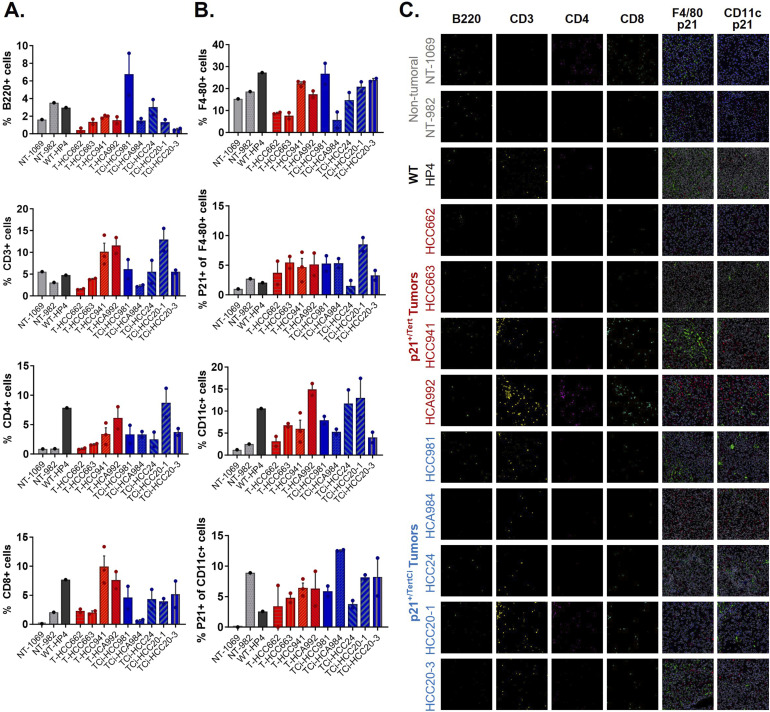
Tumor infiltration by lymphocyte subsets, macrophages, and dendritic cells. **(A)** ROIs were imaged using antibodies against B220, CD3, CD4, CD8 marking B-lymphocytes, T-lymphocytes, auxiliary (helper) T cells, and cytotoxic T cells. **(B)** ROIs were imaged using antibodies against F4/80 (macrophages), CD11c (dentritic cells), and p21 to label macrophages, dendritic cells, and p21.r. Signal quantification was performed as described in the Materials and Methods section. Immune cell infiltration is shown. The percentage of positive cells for the indicated markers is shown for each tumor. **(C)** Representative images of tumor sections: B220 (Green), CD3 (Yellow), CD4 (Magenta), CD8 (Cyan), and nuclei (Blue). F4/80 is shown in green, CD11c in magenta, and nuclei in blue. Mosaic uncropped images are included in the supplemental files. Some samples were used for representative images shown in Figs 7 and 8.

We further quantified the proportion of macrophages (F4/80) and dendritic cells (Cd11c) in the liver samples (Fig 8B and C). In healthy liver samples (NT1069 and NT982), F4/80-positive cells accounted for ∼15% of total liver cells, likely consistent with their identification as Kupffer cells (Fig 8B and C). This proportion increases to about 25% in the 4T1 neoplastic tissue carrying the *Ctnnb1*^*Se45Phe*^ but not the activated β-catenin signature. The percentage of macrophages in tumors ranged from 5% in minimally infiltrated tumors (T-HCC662 *Ctnnb1*^*Asp32Tyr*^, T-HCC663 *Ctnnb1*^*Thr41Ile*^, TCi-HCA984 *Ep300*^*Ala74Glu*^) to 20–25% in highly infiltrated tumors (T-HCC941 *Egfr*^*Ser303Tyr*^, TCi-HCC981 *Hras*^Gln61Lys^, TCi-HCC20-3 *Hras*^Gln61Lys^), suggesting that the degree of macrophage infiltration is associated with the oncogenic driver and reflects heterogeneity within the tumor microenvironment (TME). Among these macrophages, in both healthy and tumor tissue of aged p21^+/Tert^ and p21^+/TertCi^ mice, only 2–5% were positive for p21, indicating that the vast majority of macrophages do not express p21 (Fig 8B and C). Dendritic cells (Cd11c) infiltration was low in healthy livers (1–2%) and in T-HCC662 and T-HCC663 tumors, which show generally weak immune cell infiltration, as well as in TCi-HCA984 (HCA) (Fig 8B and C). T-HCA992, TCi-HCC24, and TCi-HCC20-1 showed higher levels of dendritic cell infiltration with marked punctuate staining (Fig 8B and C). Of note, dendritic cells exhibited a higher proportion of p21-positive cells than macrophages (Fig 8B and C). Interestingly, tumors such as T-HCC941 and TCi-HCC20-3 tumors, being markedly infiltrated by macrophages (>20%), exhibited low levels of dendritic cells (3–7%), suggesting competitive dynamics between macrophages and dendritic cells in the TME.

## Discussion

The p21^+/Tert^ and p21^+/TertCi^ mouse models develop hepatocellular liver tumors, including HCC and HCA. In our murine models, HCCs resemble human HCCs in many histomorphological aspects, including trabecular and solid growth patterns, multifocal necrosis, hemorrhage, and well-to-moderately differentiated tumor cells with mild to moderate atypia. These features support the translational relevance of these models for studying human HCC.

The finding that conditional expression of TertCi promotes liver tumorigenesis in aged mice raises questions about the mechanism through which TertCi drives tumor development. Because models p21^+/Tert^ and p21^+/TertCi^ retain an intact endogenous *Tert* locus, the possibility of endogenous *Tert* reactivation was considered. However, no mutations were found in the *Tert* promoter region, and CNA analysis suggests a loss rather than amplification of the *Tert* locus (Fig 2C). In addition, our TeSLA experiments suggest that the telomeres in p21^+/TertCi^ tumors are not maintained via ALT. We rather favor the possibility that TERTCi modulates signaling pathways that promotes liver tumor development. This analysis is complex, as most tumors are also associated with oncogenic mutations. It is also possible that a mitochondrial form of TertCi (and Tert) contributes to tumor development by safeguarding mitochondrial DNA and function (Judith et al, 2009; Saretzki 2014) in tumors that are exposed to high oxidative stress. This hypothesis is consistent with the observed overexpression of Src in all tumors, as Src kinase activity has been shown to promote the nuclear export of TERT (Haendeler et al, 2003).

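Src (chromosome 2, 157418444 to 157471862) was higher in the tumor than in the liver of the same mouse in 6 of 6 mice. Its log2 fold change over the 6 tumors was 2.97 (SE 0.52, adjusted p = 0.00421 in edgeR), with adjusted p-values from 0.00172 to 0.0129 when each library was left out in turn and from 1.68e-07 to 0.0102 under the other alternatives, all past the threshold.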

We observed that p21^+/Tert^ tumors were associated with distinct oncogenic mutations. Specifically, the *Ctnnb1*^*Asp32Tyr*^ and *Ctnnb1*^*Thr41Ile*^ variants are both well-characterized exon 3 gain-of-function mutations known to activate Wnt/β-catenin signaling (Rebouissou et al, 2016; Dantzer et al, 2024). Consistent with this, T-HCC662 and T-HCC663 displayed a strong transcriptional signature of β-catenin activation (Fig 4D). In addition to β-catenin mutations, T-HCC662 and T-HCC663 carried mutations in *Kdm4d* (*Jmjd2d*) and *Kdm3c*, respectively, two distinct JmjC H3K9 demethylases. This raises the intriguing question of whether the *Kdm4d*^*Gln73His*^ mutation observed in T-HCC662 might impact β-catenin–driven transcription in this context. Notably, mutations *Kdm4d* and *Kdm3c* were exclusive to T-HCC662 and T-HCC663, suggesting potential roles in Wnt pathway modulation. Surprisingly, T-HCA992 exhibited no genomic rearrangements but did harbor two frameshift mutations in the phosphatases *Ppp1r9a* and *PtprE*. Similar mutations were observed in multiple tumors in this study (Fig 2A, Table S1). Of note, recent work has reported mutations in UTR regions of PP1 subunits in human HCC (L. Chen et al, 2024). PP1 has been shown in human cells to bind AXIN and oppose its phosphorylation (Luo et al, 2007). We observed suppressed Wnt signaling in T-HCA992 (Fig 4D), consistent with the expected effect of PP1 inactivation, which likely increases AXIN1 phosphorylation, enhances GSK3-mediated β-catenin degradation, and thereby dampens Wnt pathway activity (Luo et al, 2007).

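In T-HCA992, 9 of the 10 β-catenin signature genes were lower than the mean of the 6 non-tumoral livers and 1, Tcf7, was higher. Their median changed by -1.68 on the log2(CPM + 1) scale, and by -1.95 against the liver of the same mouse. The other tumors without a Ctnnb1 mutation had medians of -2.21 (T-HCC941), -1.996 (TCi-HCC981), and -1.39 (TCi-HCA984), so the fall in T-HCA992 was shared by them.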

T-HCC941 also harbored a splice-site variant in another PP1 regulatory subunit, *Ppp1r1a*, along with a mutation in *Ptpn5* (Arg246Gly), which encodes protein phosphatase 5 (PP5). PP5 inhibition has been shown to suppress HCC growth by activating AMPK signaling (Y.-L. Chen et al, 2017). Interestingly, T-HCC941 also exhibited the AXIN1-associated transcriptional signature, further reinforcing the connection between phosphatase subunit mutations and AXIN1-related pathway dysregulation. These findings underscore the significant potential role of phosphatases in liver cancer development.

Surprisingly, three of five tumors from aged p21^+/TertCi^ mice (TCi-HCC981, TCi-HCC20-3, and TCi-HCC24) shared the activating *Hras*^Gln61Lys^ mutation. Gln61 is a mutation hotspot (*Gln61Lys*, *Gln61Arg*, and *Gln61Leu*) found at high frequency in DEN-induced liver tumors, but absent in spontaneous cases (Connor et al, 2018). TCi-HCC981, TCi-HCC20-3, and TCi-HCC24 displayed the highest level of mutagenesis. The finding that tumors harboring activating RAS mutations exhibit increased mutagenesis was notably evident in the comparison between TCi-HCC20-1 and TCi-HCC20-3, which originate from the same liver and are genetically similar except for the presence of *Hras*^*Gln61Lys*^ in TCi-HCC20-3. Interestingly, T-HCC941 (*Egfr*^*Ser303Tyr*^), despite being the most highly proliferative tumor, exhibited a lower overall mutational burden compared with *Hras*^*Gln61Lys-*^mutated tumors (Fig 3A), raising the possibility of a mutator phenotype associated with mutant hRas. Of note, the Hras^Gln61Lys^ (CAA/AAA) arose from a C>A transversion. In the DEN-induced mouse model, T>A and T>C predominate, reflecting the mutagenic properties of DEN (Connor et al, 2018). In contrast, tumors from the p21^+/Tert^ and p21^+/TertCi^ mice show a higher frequency of C>A and C>T mutations. The predominance of C>T transitions in ACG and CCG contexts (Fig 3E) suggests that the enrichment of C>T mutations in both tumor types may reflect proliferation-associated cytosine deamination likely at CpG dinucleotides (Tate et al, 2019; Alexandrov et al, 2020). On their side, C>A transversions are often linked to oxidative DNA damage. Notably, these transversions occurred predominantly in distinct trinucleotide contexts (ACT and GCA) in p21^+/Tert^ and p21^+/TertCi^ mice, respectively, both contexts being consistent with oxidative stress, but the difference may be linked to the associated oncogenic mutation, reflecting a mechanistic difference in tumor initiation and evolution in these models. Interestingly, TCi-HCC24, which exhibits the highest mutational burden, carries a truncating Ogg1^Cys253Ter^ mutation.

The results raise the question of whether Tert*Ci* expression contributes to the emergence of the Hras^*Gln61Lys*^ (CAA/AAA) mutation through a direct or indirect specific mutagenic effect, or whether it instead reflects enhanced cell survival and proliferation. In our previous work, we found that Tert, but not TertCi, reduces oxidative damage (Lipskaia et al, 2024; Braud et al, 2025). The high mutation burden in *Hras*-driven tumors might be a consequence of the oncogene’s own mutagenic activity. Similarly, TCi-HCA984, TCi-HCC20-1, and TCi-HCC20-3 all harbor the same *Ep300* mutation (Ala74Glu; GCA→GAA), which also arises from a C>A transversion. *EP300* mutations are present in only 2% of HCC cases in the TCGA Pan-Cancer Atlas cohort (n = 366, whole-exome sequenced). The functional significance of the Ala74Glu variant remains unknown. As mentioned in the results, TCi-HCC20-1 harbors a mutation in *Ppp1ca*, whereas TCi-HCC20-3 harbors a mutation in *Kmt2d*. *KMT2D* is one of the genes frequently disrupted by hepatitis B virus integration in human HCC (Sung et al, 2012), and mutations are commonly seen in DEN-induced HCC (Connor et al, 2018).

Although p21^+/Tert^ and p21^+/TertCi^ have distinct mutations in oncogenic drivers, they exhibit similar patterns of CNAs. For example, T-HCC662 and T-HCC663 share amplifications in Chr15 with TCi-HCC981 and TCi-HCC24, which are associated with tumor development. However, these four tumors display distinctly different transcriptional profiles, suggesting that oncogenic mutations play a major role in shaping their transcriptional landscapes. Notably, T-HCA992, TCi-HCC20-1, and TCi-HCC20-3 exhibit no or little CNA, reinforcing the idea that driver mutations primarily shape transcriptional patterns. Interestingly, half of the HCCs exhibit deletions in various genes involved in cell cycle regulation, including *Cdkn2a*, *Tp53*, and *Rb1*. Loss of these genes is likely to facilitate the bypass of cellular senescence.

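Set against the liver of the same mouse, Fbp1 in T-HCC662 had 0.659 times the CPM, in T-HCC663 0.397 times, in T-HCC941 0.21 times, and in TCi-HCC981 0.437 times. All 4 values lay below every one of the 6 non-tumoral livers.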

Transcriptomic analysis reveals that all HCCs exhibit down-regulation of *Fbp1* and *Aldob*. This reduction has been associated with activation AKT and NRF2 pathways, along with decreased expression of p53 and p21, collectively facilitating the bypass of cellular senescence and accumulation of somatic mutations in transformed hepatocytes (Gu et al, 2023, 2025). Consistent with these findings, we observed overexpression of *Nrf2* target genes in both p21^+/Tert^ and p21^+/TertCi^ tumors. However, this up-regulation did not correlate with *Nrf2* mRNA levels, suggesting that stabilization of the Nrf2 protein, rather than increased transcription, may underlie the activation of its targets (Zhu et al, 2025). 

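Across the 6 tumors, Nfe2l2 RNA and the median of the 8 ferroptosis-resistance genes shown in blue in Fig 5C were related by Pearson's r of -0.803 (two-sided exact permutation test over 720 orders, p = 0.074) and Spearman's rho of -0.771 (exact permutation p = 0.103). Without the 2 tumors farthest from the median of Nfe2l2, r was -0.905. This 1 relation was computed after the values of the single tumors had been seen, and 6 tumors from 2 genotypes leave both values short of the threshold.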

Gene expression patterns indicate the presence of a coordinated program that protects against ferroptosis, mediated by distinct gene modules. Despite some overlap, these data point to distinct strategies of ferroptosis resistance: β-catenin–driven tumors and TCi-HCC201 appear to mitigate ferroptosis by restricting labile iron and enhancing NADPH generation, whereas MAPK-activated tumors predominantly depend on an Nrf2-Slc7a11-glutathione pathway to counteract lipid peroxidation through elevated antioxidant defenses. It has recently been shown that SLC7A11 is significantly overexpressed in human HCC and that its high expression correlates with lower overall survival, thus highlighting its prognostic value (Zhang et al, 2025). Pan-cancer analysis revealed that elevated SLC7A11 associates with higher tumor mutation burden and immunosuppressive microenvironment features (Zhang et al, 2025).

Spatial characterization of tumors shows that Hnf4α levels are greatly reduced in HCC with activation of the β-catenin and hRAS pathways. Hnf4α is a central regulator of liver function and acts as a tumor suppressor in HCC (Kotulkar et al, 2024). It plays a pivotal role in hepatic glucose metabolism (Shokouhian et al, 2023) and contributes to the maintenance of hepatocyte quiescence, in part by repressing *cyclin D1* (*Ccnd1*) expression (Wu et al, 2020). Consistently, *Ccnd1* was markedly overexpressed in the tumors. 

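Ccnd1 (chromosome 7, 144929931 to 144939925) had 24.9 ± 11.3 CPM (SD, n = 6) in non-tumoral livers and 93.7 ± 31.1 CPM (SD, n = 6) in tumors, a log2 fold change of 1.90 (SE 0.32, adjusted p = 0.00361 in edgeR). The lowest tumor, TCi-HCA984 with 50.6 CPM, was above the highest liver, that of mouse 663 with 42.4 CPM.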

In line with findings that identify Hnf4α as a key regulator of the transition from slow-growing tumors to aggressive HCC (Lazarevich et al, 2010), of note, T-HCA992 and TCi-HCA984 exhibited intermediate levels of Hnf4α expression. Surprisingly, we observed that Hnf4 alpha levels were down-regulated at the post-transcriptional level. In human colon cancer, phosphorylation of HNF4α by Src tyrosine kinase has been associated with the loss of specific isoforms of HNF4α (Chellappa et al, 2012). Degradation of HNF4α was further confirmed in the liver (Huck et al, 2019). As noted above, Src was up-regulated in all tumors, albeit to a lesser extent in T-HCC662, raising the possibility that kinases, such as Src, may promote Hnf4α degradation in these tumors. 

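Src had 4.73 CPM in T-HCC662, the lowest of the tumors, 9.71 CPM in TCi-HCA984, 11.8 CPM in TCi-HCC981, 22.2 CPM in T-HCC663, 25.4 CPM in T-HCA992, and 32.7 CPM in T-HCC941. The 6 non-tumoral livers had between 1.06 and 4.16 CPM, so T-HCC662 lay just above the highest of them. Relative to the liver of the same mouse, the ratio was 4.19 in T-HCC662 and 2.83 in TCi-HCC981, the smallest.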

Notably, p21 levels remained elevated in the tumors, which may reflect a requirement to sustain Tert (or TertCi) expression. 

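Cdkn1a had between 32.9 CPM in T-HCC663 and 81.0 CPM in T-HCC941, with 58.8 ± 20.2 CPM (SD, n = 6) over the tumors. The non-tumoral livers differed more between mice, from 1.62 CPM in mouse 662 to 51.1 CPM in mouse 984, with 16.1 ± 19.8 CPM (SD, n = 6). In TCi-HCA984 the tumor, at 52.8 CPM, had 1.03 times the level of its liver, whereas in T-HCC662 the ratio was 23.9.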

At the same time, increased CDK and cyclin activity could counteract p21-mediated cell cycle inhibition, allowing continued proliferation despite its presence.

We next analyzed immune cell infiltration in two distinct regions of the tumor. Despite the small size of these regions (1–2 mm^2^), the analysis revealed comparable patterns of immune infiltration across both areas of the tumors. Constitutive activation of β-catenin has been shown to suppress immune cell recruitment (Lehrich & Monga, 2025). Approximately 70% of WNT/β-catenin–active tumors are classified as immune-excluded, characterized by low T-cell infiltration (Montironi et al, 2023). It has been shown that the immune evasion associated with β-catenin activation observed in both murine and human HCC results from impaired dendritic cell recruitment (Ruiz de Galarreta et al, 2019). Consistent with these findings, T-HCC662 and T-HCC663, which exhibit high expression of *Axin2* and *Glul,* exhibited low infiltration by T lymphocytes, as well as by macrophages and dendritic cells. 

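Between the Ctnnb1-mutated tumors (n = 2) and the other tumors (n = 4), Cxcl9 had a log2 fold change of -2.69 (SE 1.61, adjusted p = 0.284 in edgeR), Cxcl10 one of -1.32 (SE 1.06), Ccl22 one of -0.34 (SE 1.13), Ccl2 one of -0.22 (SE 0.97), Cxcl11 one of 0.08 (SE 0.37), and Ccl5 one of 0.79 (SE 0.93). None was past the threshold, over all genes or adjusted over the list alone, and the signs of Ccl2, Ccl22, and Cxcl11 turned when 1 tumor was left out. Without T-HCA992 the log2 fold change of Cxcl9 shrank to -0.53 and that of Cxcl10 to -0.65, and without TCi-HCC981 that of Cxcl10 was -0.68, so the size of both rests on single tumors. The value of -0.53 for Cxcl9 leans on the low level in TCi-HCA984, since T-HCC941 and TCi-HCC981 had 284 and 429 CPM. Ccl17 had at most 0.36 CPM in any library and was not tested. Cxcl9 ranged from 12.6 CPM in TCi-HCA984 to 492 CPM in T-HCA992, with 57.2 CPM in T-HCC662 and 36.4 CPM in T-HCC663. The annotation lists Cxcl11 as a polymorphic pseudogene.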

Chemokines known to attract T-lymphocytes (Ccl2, Ccl5, Ccl17, Ccl22, Cxcl9, Cxcl10, and Cxcl11) showed variable levels of expression across all tumors, and their levels could not explain the reduced T lymphocyte infiltration in T-HCC662 and T-HCC663. 

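Cxcl12 (chromosome 6, 117168535 to 117181367) had 95.7 CPM in T-HCC662 and 90.8 CPM in T-HCC663, against 413 ± 56.3 CPM (SD, n = 6) in non-tumoral livers. In T-HCC941 and TCi-HCC981 it had 97.3 and 89.3 CPM, and in T-HCA992 and TCi-HCA984 188 and 207 CPM, all below every liver, the lowest of which had 307 CPM. Between the Ctnnb1-mutated and the other tumors the log2 fold change was -0.55 (SE 0.23, adjusted p = 0.125 in edgeR, 0.0321 in DESeq2). Over all 6 tumors against the 6 livers, a comparison chosen for this gene after its values had been seen, it was -1.69 (SE 0.26, adjusted p = 0.0023 in edgeR).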

Only *Cxcl12* was consistently down-regulated in these two tumors, as well as in several other HCCs. The observed immune exclusion may therefore reflect, at least in part, tumor-specific adaptations in metabolic reprogramming and oxidative defense.

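Relative to the mean of the 6 non-tumoral livers, the CPM of Slc1a5 was 13.1 times as high in T-HCC662 and 21.7 times as high in T-HCC663, with a mean of 17.4 times. Slc1a2 was 10.4 and 6.90 times as high in the same tumors, with a mean of 8.67 times. Glul was 7.39 and 8.03 times as high. In the other 4 tumors, Slc1a5 was between 0.827 and 1.63 times the mean of the livers, and only TCi-HCC981 lay above every liver.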

Interestingly, Glul-overexpressing tumors T-HCC662 and T-HCC663 specifically exhibited a ∼20-fold and a ∼10-fold up-regulation of *Slc1a5*, whose gene product transports glutamine into cancer cells (Bhutia et al, 2015), and of the glutamate transporter *Slc1a2*, respectively. We predict that T-HCC662 and T-HCC663 establish a glutamine- and glutamate-depleted tumor microenvironment by combining high-affinity uptake transporters (Slc1a2 and Slc1a5) with intrinsic glutamine synthesis (GLUL), thereby achieving metabolic autonomy while starving immune and stromal cells of critical nitrogen sources. Recently, glutamine was shown to function as a metabolite regulating the cross-talk between tumors and conventional type 1 dendritic cells (cDC1s), thereby licensing cDC1s to activate cytotoxic T cells (Guo et al, 2023). It may therefore be that tumor evasion in T-HCC662 and T-HCC663 results from reduced glutamine in the TME (Fig S6). The elevated intracellular glutamine concentration may also promote increased glutathione production and strengthen antioxidant defences. Whether this principle extends to human β-catenin–activated tumors remains to be determined. Recent analyses in human HCC revealed that SLC1A5 expression was associated with poor prognosis and an immunosuppressive microenvironment, providing a marker to predict immunotherapy response (Zhang et al, 2024a, 2024b). hRAS-activated tumors on their side exhibit preferential up-regulation of SLC7A11 that imports cystine in exchange for glutamate to support antioxidant defense and protection against ferroptosis (Li et al, 2024).

**Figure S6.**
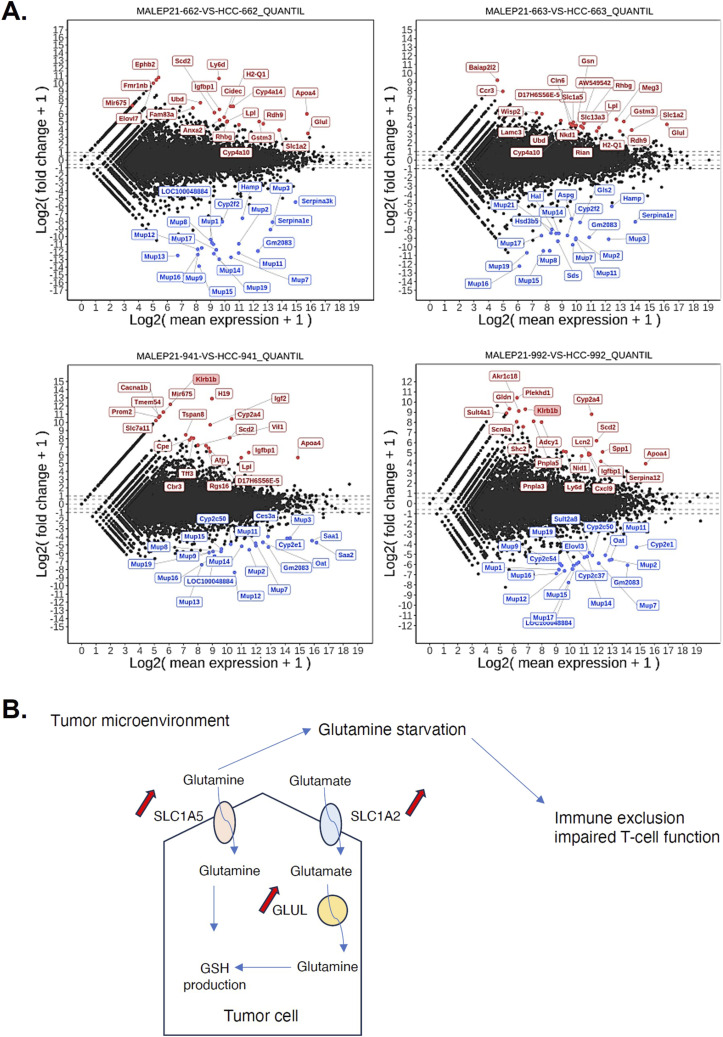
Expression changes in p21^+/Tert^ tumors. **(A)** The MA-plots (mean-average plot) highlights the genes that are most differentially expressed in the indicated tumors. **(B)** Proposed model explaining tumor immune evasion in T-HCC662 and T-HCC663. Both β-catenin–activated tumors establish a glutamine-depleted microenvironment consistent with the immune-excluded phenotype. Increased glutathione (GSH) production may also contribute to enhance antioxidant defenses.

## Materials and Methods

### Animals

WT (C57BL/6J N), p21^+/Tert^, and p21^+/TertCi^ mice were housed under controlled environmental conditions: temperature (21 ± 1°C), humidity (60 ± 10%), and a 12-h light/dark cycle. Animals were fed a standard diet (A04; SAFE Diet). All procedures were conducted in accordance with institutional animal care guidelines and were approved by the Institutional Ethics Committee No. 16, Paris, France (license number 16-090). Throughout the study, mice underwent regular assessments, including body weight monitoring and metabolic evaluations. Mice were euthanized at over 18 mo of age, regardless of the presence or absence of tumor-related signs. Liver tissues were collected and processed for subsequent analyses.

### Histologic characterization of tumors

Freshly collected mouse liver tissues were fixed in 10% neutral buffered formalin for 24–48 h (fixative:tissue volume ratio of 10:1), transferred to 70% ethanol for 24 h before paraffin embedding. Paraffin blocks were cut into 5-μm-thick sections, which were subsequently dried overnight at 37°C and stained with haematoxylin-eosin-saffron using an automated slide stainer before digitalization. The description and diagnosis of neoplastic and non-neoplastic mouse liver lesions followed the International Harmonization of Nomenclature and Diagnostic Criteria (INHAND) guidelines for lesions of the rat and mouse hepatobiliary system and the accepted consensual terminology used in mouse pathology, as published by international committees and experts (Deschl et al, 2001; Thoolen et al, 2010).

The researcher conducting the histological evaluation (P.C.) was aware of sample identity during the analysis. Liver neoplasms were evaluated for tumor architecture and relationship with adjacent tissue, growth pattern, areas of necrosis, neoplastic cell morphology, cytonuclear atypia, stromal composition, and leukocyte infiltration. Regional or distant metastasis, invasive growth or lympho-vascular invasion, tumor size, high mitotic activity, and severe atypia were considered key criteria of malignancy by decreasing order of importance.

### Whole exome sequencing and CNAs

Samples were sequenced to an average depth of 201× and 194× for the tumor and normal samples, respectively. Raw reads were aligned to the mouse reference genome (UCSC mm10) using BWA-MEM. Then, duplicated reads were marked with Picard Tools, and base quality scores were recalibrated using GATK (Van der Auwera et al, 2013). Somatic variant calling was performed using 12 different variant callers FreeBayes (Garrison & Marth 2012 *Preprint*), LoFreq, MuSE (Y. Fan et al, 2016), MuTect (Cibulskis et al, 2013), MuTect2 (McKenna et al, 2010), Pindel (Ye et al, 2009), Scalpel (Fang et al, 2016), Seurat (Christoforides et al, 2013), SomaticSniper (Larson et al, 2012), Strelka (Kim et al, 2018), VarDict (Z. Lai et al, 2016), and VarScan2 (Koboldt et al, 2012). A Panel of Normals (PON) was built using GATK MuTect2. An ensemble approach between the variant callers was used to filter false-positive variants. A minimum of five callers and four callers were required to retain a somatic SNV and indel, respectively. Finally, somatic variants found in the PON were filtered out.

CNAs were called using VarScan2 Copy Caller. Adjusted log2 ratios were then analyzed with circular binary segmentation as implemented in the DNA copy R/Bioconductor package (Olshen et al, 2004) to translate log2ratios measurements in regions of equal copy number. We used a threshold value of 0.1 to call the CNA alterations.

### Mutagenesis

Single-base substitutions were described based on the pyrimidines of the Watson–Crick base pairs, resulting in six major substitution types (C>A, C>G, C>T, T>A, T>C, and T>G). These were further classified across their 16 trinucleotide contexts, defining 96 distinct single-base substitution types.

### RNA sequencing and data analysis

RNA sequencing was conducted by Novogene. RNA integrity was assessed using the RNA Nano 6000 Assay Kit on a Bioanalyzer 2100 (Agilent Technologies). Total RNA was used for library construction. mRNA was isolated using poly-T oligo-attached magnetic beads and fragmented under elevated temperature in First Strand Synthesis Reaction Buffer. First-strand cDNA was synthesized using random hexamers and M-MuLV Reverse Transcriptase (RNase H-), followed by second-strand synthesis using DNA Polymerase I and RNase H. Overhangs were converted to blunt ends, 3′ ends were adenylated, and hairpin-loop adaptors were ligated. Fragments (370–420 bp) were purified using the AMPure XP system (Beckman Coulter), PCR-amplified with Phusion High-Fidelity DNA Polymerase, and assessed for quality on the Bioanalyzer 2100. Indexed libraries were clustered using the cBot Cluster Generation System and TruSeq PE Cluster Kit v3-cBot-HS (Illumina), then sequenced on the Illumina NovaSeq platform to generate 150-bp paired-end reads.

Sequencing quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and aggregated across samples with MultiQC (v1.7) (Ewels et al, 2016). Reads with a Phred quality score below 30 were filtered out to ensure high data quality.

High-quality reads were aligned to a customized mm10 mouse reference genome, including the mCherry transgene, using Subread-align (v1.6.4) (Liao et al, 2013) with default parameters. Gene-level counts were quantified with featureCounts (v1.6.4) (Liao et al, 2014).

Differential expression analysis was performed using DESeq2 (v1.26.0) (Love et al, 2014). To account for technical variability, a batch correction was applied based on sequencing run times. Genes with Benjamini–Hochberg adjusted *P* < 0.05 were considered significantly differentially expressed.

Principal component analysis was performed using the prcomp function from R’s base “stats” package on variance-stabilized transformed counts. PCA allowed visualization of sample clustering and assessment of batch effects, ensuring biological replicates were grouped together, and that batch correction successfully minimized technical variation. GO enrichment analysis was conducted with clusterProfiler (v4.6.0) (Yu et al, 2012), focusing on Biological Process (BP) and KEGG pathway categories. A padj ≤ 0.05 was used as the significance threshold, considering an appropriate gene background. Heatmaps were generated using the heatmap.2 function (v3.1.3.1), based on DESeq2-normalized expression values. Venn diagrams were produced using Python’s matplotlib venn library. Custom R scripts were used to visualize gene signatures across DESeq2-normalized counts.

Ctnnb1-activated and axin1Δ signatures were sourced from Abitbol et al (2018). The Nrf2 signature was from Mitsuishi et al (2012a).

### Imaging Mass Cytometry (IMC)

IMC was performed using the Hyperion Imaging System (Standard BioTools), a multiplexed spatial proteomics platform that enables simultaneous detection of multiple protein markers at subcellular resolution in formalin-fixed paraffin-embedded (FFPE) tissue sections. IMC combines laser ablation with cytometry by time-of-flight (CyTOF) to detect metal-conjugated antibodies, overcoming limitations associated with fluorescence-based imaging such as spectral overlap and tissue autofluorescence (Giesen et al, 2014). Mouse liver tumor FFPE sections were processed according to standard protocols, including dewaxing, rehydration, and heat-induced antigen retrieval. Sections were stained with a validated panel of 10 metal-tagged antibodies (AMK Biotech) following the steps previously described (Elaldi et al, 2021). Nuclear staining was performed using the iridium intercalator. Regions of interest (ROIs) of ∼1–2 mm^2^ were selected on the tissue based on HES-stained sections to ensure representative sampling of both tumor and surrounding liver parenchyma and to avoid necrotic or hemorrhagic areas. Scale bars (200 μm) of the uncropped images are shown in Fig S4.

Image acquisition was conducted at a spatial resolution of 1 μm using the Hyperion Imaging System. Raw data were exported as OME-TIFF files via the MCD Viewer software (Standard BioTools). For each marker of the used IMC-panel, noise and background removal was performed using CellProfiler Software to generate an automatic binarization mask used to automatically remove the noise based on a learning approach of pixel classification. All cleaned images were subsequently reviewed by an expert to ensure the absence of residual noise.

### Image analysis and quantification

Selected ROIs from denoised images of mice liver tumor sections were analyzed as follows: nuclei were segmented from the DNA1 channel using the legacy Cyto2 model, running on cellpose 4.0.6 via the napari-serialcellpose plugin (v0.2.2) (Stringer et al, 2021). Cellprofiler 4.2.8 was used for subsequent quantification of immune marker positivity and relative areas versus total DNA. Metadata were extracted from file names. Integrated intensities of cellpose-segmented nuclei were calculated for each marker. Because denoising reduced background fluorescence to near zero, any cell exhibiting a signal above background was considered positive. The percentage of marker-positive cells relative to total cells (cellpose objects) was calculated per ROI. For area-based measurement, the areas of marker signals above the same threshold were compared relative to the total DNA area per ROI. Data means were displayed as bar plots, with the individual ROI means shown as dots. Error bars represent SEM. Representative images of segmented ROIs are displayed in figure panels for transparency. Cellprofiler pipelines are available upon request.

### Telomere Shortest Length Assay (TeSLA)

TeSLA is a method for measuring the distribution of the shortest telomeres in cells and tissues. TeSLA was performed according to the protocol described by Lai et al (2017). Briefly, 50 ng of undigested genomic DNA was ligated with an equimolar mixture (50 pm each) of the six TeSLA-T oligonucleotides containing seven nucleotides of telomeric C-rich repeats at the 3′ end and 22 nucleotides of the unique sequence at the 5′ end. After overnight ligation at 35°C, genomic DNA was digested with *Cvi*AII, *Bfa*I, *Nde*I, and *Mse*I, the restriction enzymes creating either AT or TA overhangs. Digested DNA was then treated with shrimp alkaline phosphatase to remove 5′ phosphate from each DNA fragment to avoid their ligation to each other during the subsequent adapter ligation. Upon heat-inactivation of phosphatase, partially double-stranded AT and TA adapters were added (final concentration 1 μM each) and ligated to the dephosphorylated fragments of genomic DNA at 16°C overnight. After ligation of the adapters, genomic DNA was diluted to 20 pg/μl, and 2–4 μl was used in a 25 μl PCR reaction to amplify terminal fragments using primers complementary to the unique sequences at the 5′ ends of the TeSLA-T oligonucleotides and the AT/TA adapters. FailSafe polymerase mix (Epicenter) with 1× FailSafe buffer H was used to amplify G-rich telomeric sequences. Entire PCR reactions were then loaded onto the 0.85% agarose gel for separation of the amplified fragments. To visualize telomeric fragments, the DNA was transferred from the gel onto the nylon membrane by Southern blotting procedure and hybridized with the ^32^P-labeled (CCCTAA)_3_ probe. The sizes of the telomeric fragments were quantified using TeSLA Quant software (Lai et al, 2017).

### Ki67 and gH2AX

Fresh liver was fixed in 10% phosphate-buffered formalin overnight. Paraffin wax sections of 5 μm were prepared for immunostaining (Ki67-ab15580; Abcam, gH2AX-05-636; Merck Millipore).

## Supplementary Material

Reviewer comments

## Data Availability

RNA-seq data are currently being deposited in the Gene Expression Omnibus (GSE) (GSE317255).

How the deposited data were processed for this re-analysis (not part of the article)

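RNA was measured in 6 liver tumors and 6 non-tumoral livers from 4 p21 +/Tert mice (662, 663, 941, and 992) and 2 p21 +/TertCi mice (981 and 984). The authors sequenced poly(A) RNA as paired ends on a NovaSeq instrument, removed reads of low quality, aligned the rest with Subread to mm10 with the mCherry sequence added, and counted them per gene with featureCounts. The deposited values are whole numbers of reads for 24421 gene symbols in each library, without normalization, and mCherry is not among the symbols. The annotation release, the strandedness, and the treatment of reads with several alignments were not found in the paper's text. The authors tested the counts with DESeq2 with a correction for the sequencing run, which could not be repeated because the run of each sample is not given.

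Samples were grouped by genotype and tissue from their labels. One p21 +/Tert liver is labelled with an animal number that the paper does not list, and it was taken as 662 by elimination, because the columns of Table S3 give these livers as 662, 663, 941, and 992 and the other 3 are named by their labels. The counts later matched that column in 927 of 927 genes compared. Tumors were placed in classes by the mutations the paper reports, with Ctnnb1 in 662 and 663, Egfr or Hras in 941 and 981, and neither in 992 and 984. Same-numbered samples come from 1 animal, so the numbers pair each tumor with a liver. As a check over 13822 genes, the deviation of a tumor from its group was correlated with that of a liver from its group. The r was 0.202, 0.074, 0.077, 0.428, 0.43, and 0.448 for the livers of the same mice (662, 663, 941, 992, 981, and 984), with a median of 0.315, against a median of -0.046 for livers of other mice. The 4 other tumors of the study (the WT neoplasm, TCi-HCC24, TCi-HCC20-1, and TCi-HCC20-3) were not analysed here.

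Counts were scaled with edgeR 4.0.16 (TMM) in R 4.3.3, genes were kept by its filterByExpr function, and differences were tested with its quasi-likelihood F test and Benjamini-Hochberg adjustment at a threshold of 0.05. The comparisons were tumors against non-tumoral livers, the same within each genotype, the difference between the genotypes (an interaction term), Ctnnb1-mutated against other tumors, and Egfr- or Hras-mutated against Ctnnb1-mutated tumors. Those within a genotype and between tumor classes used all 12 libraries in 1 model. The SE of a log2 fold change is its size divided by the square root of the F statistic. CPM values are counts per 1000000 of the TMM-scaled library size over all genes. Principal components were computed with prcomp on DESeq2's blind variance-stabilized counts, and the difference on the first was tested with a two-sided exact permutation test.

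Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, with fry and an estimated correlation beside it. The score of a list in a tumor is the median over its genes of log2(CPM + 1) minus the mean of the 6 non-tumoral livers, set beside 10000 random lists matched on mean expression, and it is a description without a test. The β-catenin, cell cycle, glycolysis, ferroptosis, transporter, and chemokine genes are those the paper names. The G2 and M list is a published one for single-cell data, and the lists of ERK-responsive, Notch, HNF4A target, T cell, B cell, macrophage, and dendritic cell genes were written from general knowledge. All of these, the comparisons, and the alternatives were fixed before the data were examined, whereas the male-biased and female-biased liver lists were written after Table S3 had been read. The genes named are those the paper names for these tumors, the 5 up-regulated and 5 down-regulated genes of smallest p-value that changed the same way in every mouse in each of the comparisons of all tumors and of the p21 +/Tert tumors with livers, and Xist and Ddx3y.

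The alternatives were DESeq2 1.42.0, edgeR with RLE size factors, every gene with at least 1 count, the mouse as a block, the HCC alone, only the libraries of the groups compared, each library left out in turn, a pseudocount of 0.1 CPM, the liver of the same mouse as reference, the 500 genes of largest variance, log2(CPM + 1) for the principal components, and ranking by log2 fold change. The closing section gives their effect. In data simulated from these libraries with 200 changed genes, edgeR recovered 177 in the comparison of all tumors with livers, 146 in that of p21 +/Tert mice, 121 in that of p21 +/TertCi mice, 62 for the interaction, 149 between Ctnnb1-mutated and other tumors, and 119 between Egfr- or Hras-mutated and Ctnnb1-mutated tumors. Its false calls were 10, 7, 5, 1, 3, and 7, and those of DESeq2 55, 50, 55, 43, 42, and 66.

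Gene positions were taken from GENCODE on GRCm38. Of the symbols, 23378 were matched directly, 684 by a RefSeq synonym, and 263 in RefSeq alone. A gene was called near-identical to another where minimap2 2.31 aligned their transcripts with at least 95% identity over at least 300 bases. Strand and position were not checked, so genes that overlap at 1 locus can be counted as well as copies elsewhere. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, and plots with matplotlib 3.10.9. With 2 libraries in several groups, the number of mice limits the precision. Some of the results computed are not reported here. Enrichment of Gene Ontology terms was not computed, and the exome, imaging mass cytometry, telomere, and histology data have no deposited counts.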

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

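The tests on the male-biased and female-biased lists, on the share of hepatocytes behind the HNF4A targets, on the depth of the liver of mouse 981, and on the G2 and M genes without that liver were chosen only after the result was seen.

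Single libraries lay far from the others of their group by Dixon's ratio, the gap to the nearest library over the whole range, which by chance passes its 95% critical value in about 1 of 20 groups. In the tumors 2 of 85 genes passed (2.4%), and in the non-tumoral livers 12 of 78 (15.4%), of which 6 in the liver of mouse 981 and 3 in that of mouse 984. In TCi-HCC981, Ccl22 was high (ratio 0.669), with 2.83 CPM against at most 0.789 CPM in the other tumors. In T-HCC941, Xist was high (0.631) at 1.46 CPM, far below the 36.3 CPM of Ddx3y in the same tumor. In single livers, Cul3 was high in mouse 663 (0.649), Glul was high in mouse 941 (0.665), and Mtmr11 was low in mouse 992 (0.636). In the liver of mouse 984, Magix (0.706) and Pecr (0.745) were low and Tm4sf20 was high (0.936). For these 8 genes no technical explanation was tested beyond the rate of chance, and the design names no biological one.

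In the liver of mouse 981, Ccl2 (ratio 0.652), Ccnb1 (0.836), Cxcl10 (0.739), Nqo1 (0.899), and Pak1 (0.663) were high and Cxcl12 (0.689) was low. Cxcl10 had 35.3 CPM against at most 5.74 CPM in the other livers, and Nqo1 24.7 CPM against at most 10.03 CPM. A low depth is argued against, since its 22094500 counted reads are more than in any p21 +/Tert liver. Tissue of TCi-HCC981 in this sample is argued against as the whole cause. Of genes with at least 20 CPM in this tumor, 20 times the level of the other livers, and 3 times that of the other tumors, 14 were found. Their median in this liver, above the other livers, was 0.23% of the tumor's level, with 5 of the 14 above every other liver, where 45 G2 and M genes stood at 32.13%. Inflammation or regeneration in this liver remains open as an untested explanation, and the sample comes from 1 mouse.

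The rise of the 54 G2 and M genes was smaller in p21 +/TertCi than in p21 +/Tert tumors by the interaction term, with a median log2 difference of -2.03 and 53 of 54 genes lower (camera with preset correlation, p = 1.13e-24, estimated correlation, p = 0.0183, fry, p = 0.0214). Without the liver of mouse 981 the median was -0.36, and without TCi-HCC981 it was -3.11, with 35 and 53 of the 54 genes lower, so its size rests on single libraries. That liver as the whole cause is argued against by the tumor scores, a description without a test. Against the mean of all non-tumoral livers, the list's median log2(CPM + 1) changed by 0.91 in TCi-HCC981 and -0.12 in TCi-HCA984. In the p21 +/Tert tumors it rose by 1.35 to 2.01, where the SD between livers was 0.27. Against its own liver TCi-HCA984 had 0.23, and the p21 +/Tert tumors had 1.375 to 1.965. How much of the interaction's size comes from the liver of mouse 981 stays open. Without that liver the p21 +/TertCi livers keep 1 library, and that fit was not tested. The knock-in allele, which separates the groups by design, stays open as an explanation.

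Pfkm was lower in the tumor than in the liver of every p21 +/Tert mouse and higher in every p21 +/TertCi mouse. The interaction term was 0.75 on the log2 scale with an adjusted p of 1 in edgeR and an unadjusted p of 0.153, so the difference did not hold up when tested, and no technical or biological explanation was tested.

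The paper does not report on genes with male-biased expression in mouse liver. Of 20 such genes, 19 were lower in the tumors, 14 past the threshold and 17 in all 6 tumors, with a median log2 fold change of -2.82 (camera with preset correlation, p = 5.13e-12, estimated correlation, p = 0.0185, fry, p = 0.000194). Susd4, on this list, is also among the genes chosen by rank in these libraries. Of 15 abundant genes of hepatocytes, none of which was called lower, the median was -0.18, and the largest fall was -0.97 (Apoa2), a measure that was chosen after the values had been seen. No hepatocyte gene fell by as much as the male-biased median. This argues against a lower share of hepatocytes as the whole cause. Reads shared between near-identical genes are argued against by the 8 members without such copies, all called, with a median of -2.95. Libraries from female mice are argued against by Ddx3y, which had at least 24.9 times the CPM of Xist in every library. A loss of male-biased expression in the tumors is a candidate explanation that remains, as a hypothesis found and tested on the same data, and its hormonal basis was not tested.

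Of the female-biased liver genes, which the paper does not report on either, 15 were tested and 10 were higher in the tumors, with a median log2 fold change of 0.81 (camera with preset correlation, p = 0.0368, fry, p = 0.0263). The same ratio of Ddx3y to Xist, 24.9 or more, argues against libraries from female mice. With the correlation between the genes estimated, p was 0.193, which is consistent with members that vary together between livers. With the mouse as a block p was 0.088. No biological explanation was tested.

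Of 22 target genes of HNF4A, 18 were lower in the tumors, with a median log2 fold change of -0.91 (camera with preset correlation, p = 2.07e-07, estimated correlation, p = 0.0114, fry, p = 6.39e-05), and in the single tumors the score lay between -1.42 in T-HCC941 and -0.41 in TCi-HCA984. A lower share of hepatocytes cannot be told apart from lower activity of HNF4A by these data. The abundant hepatocyte genes had a median of -0.18, but 9 of the 15 were lower and the others were not, and 3 of them are on the HNF4A list.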

How the results depend on the processing

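The alternatives were planned, but their use on the male-biased and female-biased lists, and the fit without the liver of mouse 981 as a test of the G2 and M genes, were chosen only after the result was seen. Under RLE size factors and with every gene of at least 1 count, all 86 single-gene results tested kept their direction and their side of the threshold. Under DESeq2, of those with an adjusted p, 73 did, 6 moved past the threshold, and 1 no longer passed it. With the mouse as a block, 69 did, 3 moved past it, 5 no longer passed it, and 9 reversed. With the HCC alone, 17 did, 1 moved past it, and 1 reversed. The tumors and livers stayed apart on the first principal component with log2(CPM + 1), with 500 genes, and with each library left out.

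Counts of genes moved by more than 1.5 times as follows. Under DESeq2 they were 1714 higher and 963 lower in all tumors against livers, 1341 and 747 in p21 +/Tert mice, 300 and 65 in p21 +/TertCi mice, 11 and 3 for the interaction, 1653 lower in Ctnnb1-mutated against other tumors, and 1270 and 1143 in Egfr- or Hras-mutated against Ctnnb1-mutated tumors. With the mouse as a block they were 1008 lower in all tumors, 219 and 222 in Ctnnb1-mutated against other tumors, and 160 and 157 in Egfr- or Hras-mutated against Ctnnb1-mutated tumors. In p21 +/TertCi mice RLE size factors gave 1 gene higher and the filter of at least 1 count gave 2. The cause was not tested, apart from the simulated data, where DESeq2 made more false calls.

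Across the 12 fits that each left out 1 library, the genes higher in tumors than in livers ranged from 581 to 1170 and the genes lower from 282 to 818, the lowest without the liver of mouse 662 and the highest without T-HCC662. Across 8 such fits, the p21 +/Tert counts ranged from 151 to 754 higher and from 89 to 438 lower, with the same libraries at the ends. Across 4 fits, the counts in Ctnnb1-mutated against other tumors ranged from 489 to 915 higher and from 465 to 738 lower, the lowest without TCi-HCC981 and the highest without T-HCC941. The median of the G2 and M genes in the interaction ranged from -3.11 without TCi-HCC981 to -0.36 without the liver of mouse 981, that of the ERK-responsive genes from 0.71 without TCi-HCC981 to 1.39 without T-HCC941, and that of the female-biased genes from 0.57 without the liver of mouse 941 to 1.19 without that of mouse 981. The female-biased list passed the threshold without the livers of mice 992 and 981 and without tumors 663 and 981, and did not without any 1 of the other libraries. Fits that leave a group with 1 library were used for values without a test. The calls between the Egfr- or Hras-mutated and the Ctnnb1-mutated tumors were therefore not tested in this way.

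Of the list tests, the ERK-responsive genes (median 1.19) no longer passed the threshold with the correlation estimated (p = 0.0955), and the female-biased genes no longer passed it with the correlation estimated (median 0.81, p = 0.193) or with the mouse as a block (median 0.74, p = 0.088). The other list tests passed it under every alternative that was tested.

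Scores of lists in single tumors moved by more than the SD between livers under a pseudocount of 0.1 CPM, which weighs rare genes more. They became 2.75, 2.45, -2.75, -1.94, and -2.36 for the β-catenin genes in tumors 662, 663, 941, 992, and 981, 2.69, 2.73, 2.03, 2.84, and 1.36 for the G2 and M genes in the same tumors, 0.49 and 1.602 for the ERK-responsive genes in 662 and 992, and 1.36 for Notch in 981. The broad glycolysis list became 1.36 in 941 and 0.97 in 992, the ferroptosis genes shown in red 1.80 in 663, and those shown in blue 1.66, 2.05, 2.84, 5.09, and 1.82 in 662, 663, 941, 981, and 984. The T cell list became 2.24 in 941 and 1.76 in 981, the B cell list -2.13 in 984, and the dendritic cell list 1.42 in 663.

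Against the liver of the same mouse, the β-catenin scores became 2.61, -2.31, -1.95, and -1.18 in tumors 663, 941, 992, and 984, the G2 and M scores 0.59 in 981 and 0.23 in 984, the ERK-responsive scores 0.52, 1.69, and 1.18 in 663, 941, and 981, and the Notch scores -0.36 in 663 and 1.62 in 941. The broad glycolysis scores became 0.14, 0.51, 0.48, and 0.88 in 663, 992, 981, and 984, the limited ones 0.57, -0.77, and 0.29 in 662, 981, and 984, the scores of the ferroptosis genes shown in red 0.75 in 662 and 0.44 in 981, and of those in blue 3.196, 3.91, and 1.46 in 941, 981, and 984. The male-biased scores became -4.16 in 662 and -2.28 in 981, the female-biased ones 0.76, 0.062, and -0.61 in 662, 663, and 981, and the T cell score 0.23 in 984, the B cell score -2.16 in 992, the macrophage score -0.28 in 981, and the dendritic cell score 0.039 in 981. The cause was not tested.

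With the mouse as a block, log2 fold changes of genes that were not called reversed to -1.65 for Akr1b10, 0.77 for Ccl22, -0.15 for Fth1, 0.39 for Gapdh, -0.20 for Gsr, -0.16 for Pak1, -0.12 for Pfkl, -0.20 for Pkm, and -0.12 for Tert. Without T-HCA992, Ccl22 reversed to 0.12 and Tert to -0.24. Without TCi-HCC981, Ccl2 reversed to 0.23, Ccl22 to 0.48, and Cxcl11 to -0.08. Without TCi-HCA984, Cxcl11 reversed to -0.093 and Tert to -0.02. With the HCC alone, Tert reversed to -0.46. Across the fits that each left out 1 library, the values ranged from -2.28 to 0.59 for Ccl2, -0.72 to 0.48 for Ccl22, -0.093 to 0.305 for Cxcl11, -0.24 to 0.246 for Tert, -0.38 to 1.72 for Akr1b10, -0.302 to 0.261 for Fth1, -0.125 to 0.411 for Gsr, and -0.643 to 0.575 for Pfkl. Aldoa, Gpi1, Hmox1, Nqo1, Pfkm, Pgam1, Pgk1, Sqstm1, and Tpi1, none called, also changed sign without 1 of the 4 tumors. The cause was not tested.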

Differences from the paper's values

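All comparisons with the paper's values used tests and alternatives set before the data were examined, and none was chosen after the result was seen.

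Of the 200 most changed genes of each genotype, 71 up-regulated genes were shared, against the paper's 45, and 44 down-regulated genes, against the paper's 25. None of the alternatives set before the data were examined closed either gap. They gave from 69 (DESeq2) to 101 (ranking by log2 fold change) up-regulated and from 44 (the mouse as a block) to 64 (ranking by log2 fold change) down-regulated genes. The paper's p21 +/TertCi group also held tumors that were not analysed here, so these gaps cannot be laid to the processing alone. In the comparison of all tumors with livers, 936 genes were up-regulated, against the paper's count of about 1700 in Fig S3B, read by eye. The paper's set of tumors was larger, and the caption of that figure gives P < 0.05 without naming an adjustment. At an unadjusted p under 0.05 in edgeR, 1996 genes were up-regulated and 1622 down-regulated here. At an adjusted p under 0.05, the up-regulated count was 1714 with DESeq2. It also lay within 1.5 times the paper's with the mouse as a block (1194) and without T-HCC662 (1170). With RLE size factors (953), with genes of at least 1 count (1045), with the HCC alone (795), and without any other library (from 581 to 1101) it did not. For down-regulated genes the paper's figure shows about 520, also read by eye, against 540 here. The 3 alternatives that came near the up-regulated count departed from this one, with 963 for DESeq2, 1008 for the block, and 818 without T-HCC662, so none met both counts.

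The paper marks Cdk6 as up-regulated in p21 +/Tert tumors, and its adjusted p here was 0.0522 in edgeR. DESeq2 (0.00344), the block by mouse (0.0445), and the fit without T-HCC663 (0.0497) called it. The paper excepts TCi-HCA984 from a strong overexpression of H19 and miR-675. There H19 had 7.72 CPM, far below the 2076 CPM of T-HCC941, and Mir675 had no counted read. In T-HCC663, which the paper does not except, H19 had 4.21 CPM, lower still, and Mir675 0.482 CPM. The paper gives Hk2, Tpi1, Eno1, and Gapdh as overexpressed in T-HCC662 and T-HCC663, and in T-HCC663 2 of these 4 genes were higher than the mean of the livers. The paper places Notch activation in T-HCC662, T-HCC663, and T-HCA992. The list used here, which is not the paper's, changed by -0.13, 0.22, and 1.00 there. The paper places Sdhc and Parp1 on chromosome 5. In the annotation used here, as in the paper's Table S2, both lie on chromosome 1, Sdhc from 171127165 to 171150603 and Parp1 from 180568924 to 180601254.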

Other observations

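The test on Tert and Cdkn1a, the tests on chromosomes 5 and X of TCi-HCC981, and the permutation of the tumors over chromosomes, with or without the gain named in the discussion, were chosen only after the result was seen.

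The mouse pairs were parted by 32 splits of the 12 libraries that put 1 sample of every mouse on each side, and only the real one gave as many genes as the comparison of tumors with livers (1 of 32). The largest number in the others was 0. Of 100 splits in all, these 32 and others drawn from those that leave the samples of at least 1 mouse together, 1 gave as many, the real one, and the largest number in the others was 1. In p21 +/Tert mice 1 of 8 such splits gave as many genes, and 8 splits are too few to give a share under 0.05. Of all 35 splits of these libraries, 1 gave as many.

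Over 10090 genes with a mean of at least 5 CPM, the median log2 difference of whole chromosomes from the livers shifted in single tumors, as by 0.55 for chromosome 15 in T-HCC662, 0.46 for chromosome 15 in TCi-HCC981, and 0.39 for chromosome X in T-HCC941, which the paper names as gains. Shifts as large fell on chromosomes for which its text names no gain or loss in these tumors, with 0.49 for chromosome 1 in TCi-HCC981, the largest gain there, and 0.39 for chromosome 1 and -0.525 for chromosome 13 in T-HCC941. The paper gives Sdhc and Parp1 as genes of the chromosome 5 gain in these 2 tumors, but both genes lie on chromosome 1. Its text therefore does not settle whether the gain is one of chromosome 5, of chromosome 1, or of both. Of 10 gains and losses of chromosomes that the paper names for these tumors in its results, 2 of them losses of chromosome X that it gives only as frequent, 8 shifted in the stated direction, 7 of them beyond 95% of random gene sets. Of 720 orders of the tumors, 76 gave as many (exact permutation test, p = 0.1056), with a median of 4, so the gains and losses in DNA could account for the shifts but the test does not decide it. Of the 8 pairs stated for the tumor itself, 7 shifted in the stated direction, 6 of them beyond 95% of random sets (exact permutation p = 0.1667). The discussion of the paper also names a gain of chromosome 15 in T-HCC663, where the shift was 0.19, and with it 8 of 11 pairs lay beyond 95% as stated (exact permutation p = 0.0667). In T-HCA992, for which the paper reports no gain or loss, 9 of 20 chromosomes also lay beyond 95% of random sets, which leaves grouping of co-regulated genes open. For chromosome 5 of TCi-HCC981, where the paper states a gain, the shift was -0.18, a sign that no gain gives, so nothing about its cause follows from it. For chromosome X it was 0.35. The paper's text does not say whether this tumor is among those with the loss, so by that text the part of DNA changes in this shift stays open.

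Tert and Cdkn1a RNA were compared because the knock-in allele places Tert at the Cdkn1a locus. Across the 6 tumors r was 0.716 (exact permutation over 720 orders, p = 0.11, adjusted over the 2 relations 0.22) and rho 0.6 (p = 0.242), and without the 2 tumors farthest from the median of Cdkn1a r was -0.279, so the relation rests on those tumors. Across the 6 livers r was -0.12 (exact permutation p = 0.836, adjusted 0.836), rho -0.086 (p = 0.919), and r without the 2 farthest -0.889. A Tert level that follows the Cdkn1a promoter cannot be told apart from no relation with 6 libraries per group.

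Gapdh had few counts for a gene of glycolysis, and loss of reads shared with its near-identical genes could be the reason. Among 86 genes of ribosomal proteins, which also have many copies, the number of copies and the counts had a rho of -0.012 (permutation p = 0.917), with a median of 392.5 counts in the 28 genes with 0 or 1 copies and 312.8 in the 42 with 5 or more. This does not decide it for Gapdh, whose 77 copies are far more.

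Of the Y-linked genes, Eif2s3y had 2.07 CPM in T-HCC662 and from 19.8 to 53.9 CPM in the other libraries, a value picked out after it was seen. The scores of immune lists in tumors 662, 663, 941, 992, 981, and 984 were -0.07, 0.64, 1.42, -0.15, 0.71, and -0.41 for T cells (SD between livers 0.60), -0.70, -0.60, -0.74, -0.55, 0.64, and -0.85 for B cells (SD 1.18), -2.32, 1.11, -1.27, -1.17, 2.12, and -1.33 for macrophages (SD 1.38), and -0.14, 0.51, 0.41, 0.55, 1.24, and 0.06 for dendritic cells (SD 0.86). These scores are RNA of gene lists in bulk tissue, an unlike measure to the paper's count of stained cells. The paper reports few macrophages in T-HCC663 and many in T-HCC941, where the RNA score went the other way within the SD. For T-HCC662, TCi-HCC981, and TCi-HCA984 the macrophage score went the same way as the imaging. The T cell score of T-HCA992 did not rise, though the paper reports higher T cell infiltration there. Sdhc differed from the livers by -0.52 in T-HCC941 to 0.06 in TCi-HCC981 on the log2 scale, and Parp1 by -0.31 in T-HCC662 to 0.38 in T-HCA992.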
